# Distinct skeletal stem cell types orchestrate long bone skeletogenesis

**DOI:** 10.7554/eLife.66063

**Published:** 2021-07-19

**Authors:** Thomas H Ambrosi, Rahul Sinha, Holly M Steininger, Malachia Y Hoover, Matthew P Murphy, Lauren S Koepke, Yuting Wang, Wan-Jin Lu, Maurizio Morri, Norma F Neff, Irving L Weissman, Michael T Longaker, Charles KF Chan

**Keywords:** bone, skeletal stem cells, diversity, mesenchymal stromal cells, Mouse

## Abstract

Skeletal stem and progenitor cell populations are crucial for bone physiology. Characterization of these cell types remains restricted to heterogenous bulk populations with limited information on whether they are unique or overlap with previously characterized cell types. Here we show, through comprehensive functional and single-cell transcriptomic analyses, that postnatal long bones of mice contain at least two types of bone progenitors with bona fide skeletal stem cell (SSC) characteristics. An early osteochondral SSC (ocSSC) facilitates long bone growth and repair, while a second type, a perivascular SSC (pvSSC), co-emerges with long bone marrow and contributes to shape the hematopoietic stem cell niche and regenerative demand. We establish that pvSSCs, but not ocSSCs, are the origin of bone marrow adipose tissue. Lastly, we also provide insight into residual SSC heterogeneity as well as potential crosstalk between the two spatially distinct cell populations. These findings comprehensively address previously unappreciated shortcomings of SSC research.

## Introduction

Harnessing the regenerative potential of skeletal stem cells (SSCs), as the therapeutic answer to osteoporosis, osteoarthritis, or fracture nonunions, is a long sought-after goal. Despite advances in identifying various bone marrow resident stromal cell subpopulations, translational progress has been hampered by low-resolution and inexact methodology and characterization, leading to heterogeneous and unspecific readouts (Bianco and Robey, 2015; Ambrosi et al., 2019). To date, bone marrow stromal cells (BMSCs) with stem cell-like characteristics are mainly enriched either by plastic adherence or single fluorescence labeling in reporter mouse lines (Kfoury and Scadden, 2015). BMSCs have been improperly considered stem cells if they undergo osteogenic, chondrogenic, and adipogenic differentiation in vitro and express a specific set of surface markers when expanded in cultures while omitting tests for single-cell self-renewal and multipotency (Dominici et al., 2006). Lineage tracing mouse models have allowed spatial allocation and fate mapping of SSC-enriched populations in genetically labeled mice either constitutively through development and adulthood, or conditionally after timepoint-specific induction (Méndez-Ferrer et al., 2010; Mizoguchi et al., 2014; Zhou et al., 2014; Debnath et al., 2018; Mizuhashi et al., 2018). However, each of these reporter models also marks more differentiated cell types in addition to non-skeletal lineages, thus limiting their utility as true tracers of in situ SSC activity. Recent progress in single-cell RNA sequencing (scRNAseq) has provided a more comprehensive view of the heterogeneity within the bone marrow microenvironment and the diversity of cell types in subpopulations of cells previously considered stem cells (Baryawno et al., 2019; Tikhonova et al., 2019; Wolock et al., 2019; Baccin et al., 2020). While those studies give a snapshot of bone marrow mesenchymal cell diversity, they only infer in vivo functions by certain gene expression patterns known from previously described cell populations. Leptin receptor (LepR)-labeled cells, for example, have long been called SSCs, but they also label more mature cell types such as endothelial cells, pre-osteoblasts, osteoblasts, and chondrocytes of long bones (Zhou et al., 2014; Tikhonova et al., 2019). Therefore, we and others have relied on fluorescence-activated cell sorting (FACS) to prospectively isolate cells with unique surface marker profiles drawn from the selective expression of a broad panel of surface proteins in freshly isolated single-cell suspensions from enzymatically dissociated skeletal tissue (Sacchetti et al., 2007; Tormin et al., 2011; Chan et al., 2015; Ambrosi et al., 2017; Chan et al., 2018). Using this approach, we have identified a mouse and human SSC with a defined lineage hierarchy of downstream progenitor cell populations and their translational value that revealed novel targets for bone and cartilage repair (Murphy et al., 2020; Ambrosi et al., 2019; Tevlin et al., 2017). These osteochondrogenic SSCs (ocSSCs) are restricted to bone, cartilage, and stromal lineage output but do not give rise to bone marrow adipose tissue (BMAT) (Ambrosi and Schulz, 2017). Strikingly, using a different set of surface markers, a perivascular SSC (pvSSC) with tri-lineage potential has been shown to be the main source of bone marrow adipocytes, implying the existence of multiple stem cell-like populations (Ambrosi et al., 2017). In support of this possibility, a recent scRNAseq analysis on bone marrow mesenchyme also inferred that at least two origins for osteogenic cell fates in the bone marrow exist (Baryawno et al., 2019).

Here, we investigated ocSSCs and pvSSCs in mice to confirm their bona fide stem cell properties and show that they are unique SSC types that are molecularly and functionally distinct.

## Results

### Postnatal long bones harbor SSC subtypes with exclusive adipogenic potential

Using FACS, we have previously identified an osteochondral SSC (CD45-Ter119-Tie2-CD51+Thy1-6C3-CD105-) that gives rise to a bone cartilage and stromal progenitor (BCSP) that in turn generates more lineage-restricted osteochondrogenic and stromal lineages (Chan et al., 2015). Additionally, a pvSSC (CD45-CD31-Pdgfrα+Sca1+CD24+) has been described using a different set of markers to be the source of committed adipogenic progenitor cell (APC) types and eventually all BMAT (Figure 1A,B; Ambrosi et al., 2017). To functionally compare their respective SSC properties, we freshly FACS purified equal numbers of ocSSCs and pvSSCs from newborn Actin-CreERt Rainbow mice (Rainbow mice) and transplanted each population under the renal capsule of immunodeficient NSG mice. We allowed cells to engraft and pulsed Rainbow mice with two doses of tamoxifen 3 and 4 days post-transplant. While all transplanted cells from Rainbow mice are initially green fluorescent protein (GFP)-positive, tamoxifen-induced recombination activates additional color fluorescent protein expression (GFP, mCerulean, mOrange, mCherry) to enable unique genetic colorimetric labeling of single cells, which could then be assessed to track their clonal activity and lineage potential in the subsequent 2-week interval. We observed high clonal activity in transplants with ocSSCs and pvSSCs, which is a hallmark of stem cell activity (Figure 1C), as well as clonally derived osteochondrogenic and osteochondroadipogenic cell types in ocSSC and pvSSC grafts, respectively (Figure 1—figure supplement 1A). We next transplanted freshly FACS-purified GFP-labeled ocSSCs and pvSSCs from newborn mice under the renal capsule of NSG mice to assess heterotopic bone formation in vivo. 4-week grafts of both cell populations formed ossicles with bone and cartilage capable of generating an ectopic hematopoietic niche through recruitment of host-derived blood and immune cells (Figure 1D,E and Figure 1—figure supplement 1B). As expected, only pvSSC-derived grafts contained adipocytes. To confirm the long-term self-renewal of SSCs, we dissociated 4-week grafts for FACS analysis and found, in line with in vitro expanded cells, that phenotypic ocSSCs and pvSSCs remained present (Figure 1—figure supplement 1C). Fibroblast colony-forming unit (CFU-F) and tri-lineage differentiation assays on freshly bulk-isolated ocSSCs and pvSSCs also showed high clonogenic and osteochondrogenic differentiation potential in vitro (Figure 1—figure supplement 1D,E). Strikingly, in comparison to pvSSCs, ocSSCs did not acquire adipogenic potential even under strong adipogenic stimuli and when isolated from BMAT-rich long bones of 2-year-old mice (Figure 1—figure supplement 1F). This difference in lineage potential was also observed in single-clone CFUs derived from individual sorted ocSSCs and pvSSCs (Figure 1F). Finally, we traced the lineage output of ocSSCs and pvSSCs in their endogenous environments in vivo. We sublethally irradiated NSG mice to enhance engraftment and injected freshly sorted GFP-labeled SSC populations into the intramedullary space of the tibia. 2 weeks later, tibia bones were sectioned and immunohistologically stained for osteogenic (osteocalcin), chondrogenic (collagen 2), and adipogenic (perilipin) fates. Again, osteochondrogenic lineage output was observed in both cell types, and only pvSSCs generated perilipin-positive bone marrow adipocytes (Figure 1G and Figure 1—figure supplement 1G–I). Taken together, ocSSCs and pvSSCs display bona fide stem cell characteristics including high clonogenicity, long-term self-renewal, and multi-differentiation capacity in vitro and in vivo but show disparate adipogenic potential.

**Figure 1.**
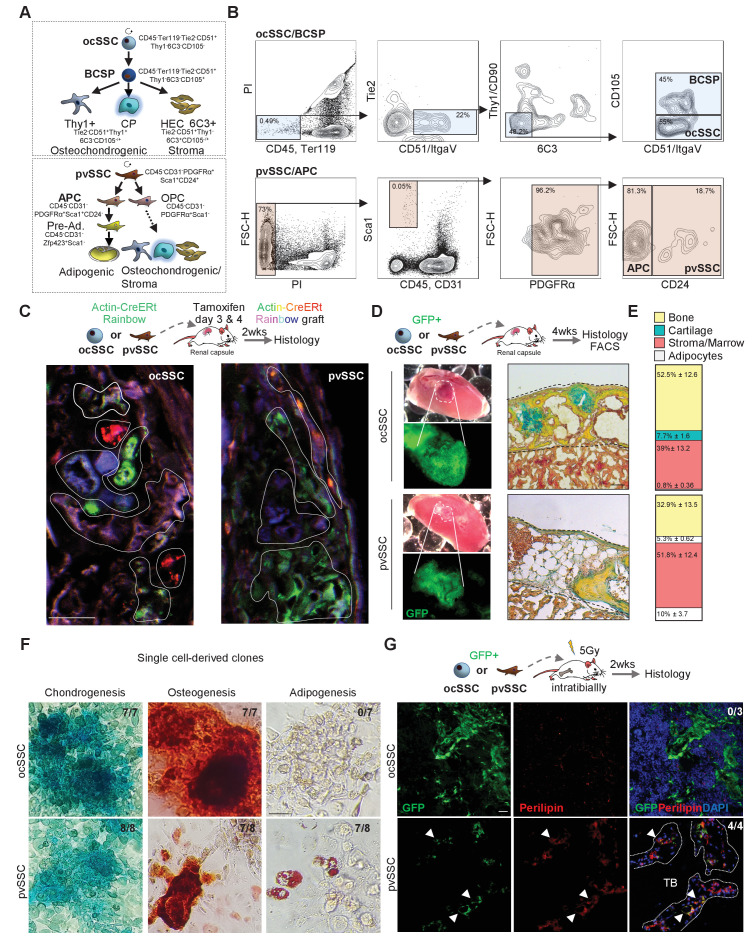
Two cell populations with skeletal stem cell characteristics in postnatal long bones. (**A**) Diagram showing two previously described skeletal stem cell (SSC) populations and the downstream populations they generate, which were defined by the specific expression patterns of cell surface proteins. Top: SSC lineage tree of the osteochondral SSC (ocSSC) that gives rise to bone, cartilage, and stromal populations. Bottom: the lineage tree of the perivascular SSC (pvSSC) able to give rise to bone, cartilage, adipose tissue, and stromal populations. BCSP: bone cartilage stroma progenitor; CP: cartilage progenitor; APC: adipogenic progenitor cell; Pre-Ad.: pre-adipocyte; OPC: osteochondrogenic progenitor cell. (**B**) Representative flow cytometric gating strategy for the isolation of ocSSCs (top) and pvSSCs (bottom). (**C**) Representative confocal microscopy images of in vivo derived single-color clonal colonies of renal capsule-transplanted purified ocSSCs (left) and pvSSCs (right) derived from Actin-CreERt Rainbow mice. Three independent transplants per cell type under renal capsules were performed. (**D**) Renal capsule transplant-derived ossicles of purified GFP-labeled ocSSCs (top) and pvSSCs (bottom). Images show the photograph of the kidney with transplant (top left) and GFP signal of graft tissue (bottom left) as well as Movat pentachrome cross-section staining (right). (**E**) Quantification of ocSSC (top) and pvSSC (bottom) graft composition. Results of three separate experiments with n = 3 per SSC type. All data are shown as mean ± SEM. (**F**) Representative images of staining of clonally derived cultures that underwent tri-lineage differentiation assays in vitro. Alcian blue (chondrogenesis), Alizarin red S (osteogenesis), and oil red O (adipogenesis) stainings are shown along with the number of clones that stained positive for each differentiation type (ocSSC n = 7; pvSSC n = 8 clones). (**G**) Representative immunohistochemistry images for GFP (green) and perilipin (red) of tissue derived from intratibially transplanted purified GFP-labeled ocSSCs (top) and pvSSCs (bottom) 2 weeks after injection. White arrowheads: GFP^+^Perilipin^+^ cells. TB: trabecular bone. Three separate experiments with ocSSC n = 3 and pvSSC n = 4. Scale bars, 30 µm.

**Figure 1—figure supplement 1.**
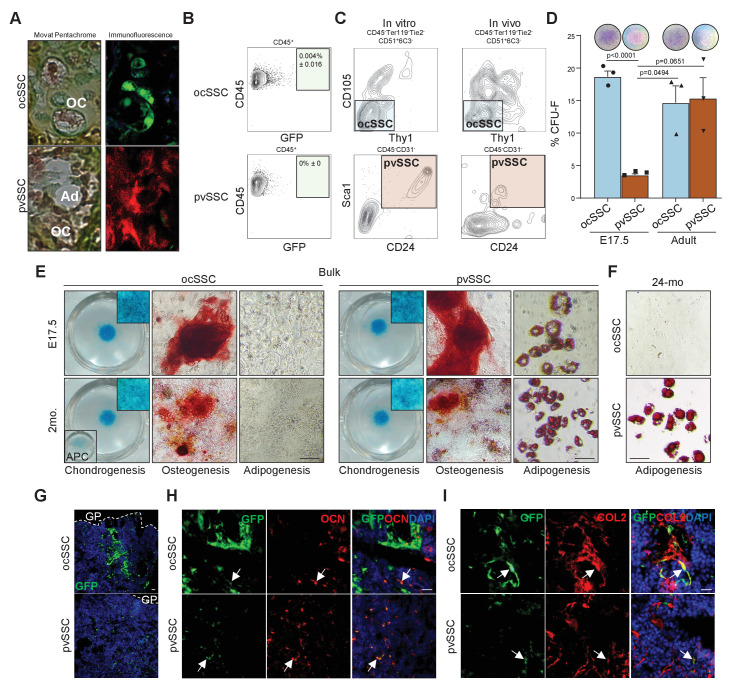
Perivascular SSCs, but not ocSSCs, are a source of bone marrow adipose tissue. (**A**) Clonally derived osteochondrogenic (OC) and adipogenic (Ad) cell types of transplanted purified osteochondrogenic skeletal stem cells (ocSSCs) (top) and perivascular SSCs (pvSSCs) (bottom) isolated from ‘Rainbow’ mice detected in derived renal grafts. Left, Movat pentachrome staining of graft tissue and right, adjacent section with immunofluorescence of a green and a red clone. (**B**) Flow cytometric profile of GFP-labeled ocSSC (top) or pvSSC (bottom)-derived graft tissue of renal transplants for expression of CD45 and GFP. (**C**) Representative flow cytometric profiles of in vitro (left) derived primary cultures of purified ocSSCs (top) and pvSSCs (bottom) as well as in vivo generated grafts (right). (**D**) Fibroblast colony-forming unit (CFU-F) assay results of purified ocSSCs and pvSSCs from long bones of E17.5 embryos and 8-week-old mice (n = 3 per age group). Representative colonies derived from ocSSCs and pvSSCs stained for crystal violet are shown above respective data columns. (**E**) Tri-lineage differentiation outcome of bulk-sorted ocSSCs (left) and pvSSCs (right) from E17.5- or 8-week-old-mouse-derived long bones. Alcian blue (chondrogenesis), Alizarin red S (osteogenesis), and oil red O (adipogenesis) stainings are shown. APCs (adipogenic progenitor cells) that underwent chondrogenesis are shown as control. (**F**) Oil red O stainings of ocSSC and pvSSC derived from long bones of 24-month-old mice (24-mo) that underwent adipogenic differentiation are shown. (**G**) Immunohistochemistry fluorescence image of GFP-labeled ocSSC (top)- and pvSSC (bottom)-derived cells 2 weeks after intratibial injection. GP = growth plate. (**H**) Co-staining of ocSSC (top)- and pvSSC (bottom)-derived cells (green) with the osteogenic label osteocalcin (OCN) and (**I**) the chondrogenic label COL2. Scale bars, 30 µm. All data are shown as mean + SEM. Significance between groups assessed by unpaired, two-tailed Student’s t-test and corrected with Welch’s test for unequal distribution if needed. Figure 1—figure supplement 1—source data 1.Functional characterization of ocSSCs and pvSSCs.

### Osteochondral and perivascular SSCs are distinct skeletal stem cell populations

SSCs have been shown to occupy specific microenvironments. In agreement with the original reports, we found that ocSSCs/BCSPs are enriched in micro-dissected non-marrow fractions of femurs while pvSSCs and the committed APCs are more evenly distributed but accumulate at the ends of long bones where coincidentally BMAT first appears (Figure 2A and Figure 2—figure supplement 1A; Chan et al., 2015; Scheller et al., 2015; Ambrosi et al., 2017). Of note, both SSC types were found on the periosteum, a site described to harbor a distinct stem cell for bone regeneration (Debnath et al., 2018; Duchamp de Lageneste et al., 2018). Flow cytometric analysis of long bones at different timepoints during skeletal maturation further revealed that ocSSCs are present in high abundance at the early stages of limb development (E13.5), linking them to bone formation. Contrastingly, pvSSCs are first detectable around E15.5, similar to hematopoietic stem cell (HSC) detection in mouse bone marrow, and peak perinatally (Figure 2B; Rowe et al., 2016). To explore the temporal connection between pvSSC and adipocyte emergence, we tested whether the absence of pvSSCs precludes appearance of BMAT formation. To that end, we isolated long bones from ubiquitously GFP-expressing mice at E12-E13.5, during which they are enriched with ocSSCs, as well as from postnatal day (P) 1–10 at which stage pvSSCs become more prominent. We then transplanted dissected bones from these different timepoints under the renal capsule of young NSG mice for 4 weeks. Interestingly, transplanted ≤E13.5 tibias failed to develop GFP-labeled diaphyseal bone marrow adipocytes whereas ≥P1 tibia bones strongly accumulated adipocytes below the growth plate in this experimental setting (Figure 2C and Figure 2—figure supplement 1B–D), corresponding to the difference in the frequency of ocSSCs vs pvSSCs between these stages. To further rule out that ocSSCs and pvSSCs are overlapping cell populations, we included Sca1, one of the positive markers used to purify pvSSCs, to our ocSSCs/BCSPs surface marker profile for flow cytometric analysis. We found that Sca1 expression was virtually absent in newborn and 8-week-old uninjured long bone as well as post-fracture day-5 and -15 ocSSCs/BCSPs (Figure 2D). Analysis of the ocSSC lineage tree revealed that the majority of Sca1-positive cells were contained in the Tie2-positive fraction, in agreement with our earlier work showing adipogenic potential of that population (Figure 2—figure supplement 1E,F; Chan et al., 2013). Importantly, ocSSCs from E13.5 and newborn mice did not give rise to pvSSCs/APCs in 4-week renal grafts, and pvSSC-derived grafts did not generate ocSSCs/BCSPs (Figure 2E and Figure 2—figure supplement 1G). Altogether, these results indicate that two distinct SSC types with specific developmental occurrence and anatomical distribution exist in postnatal mouse long bones.

**Figure 2.**
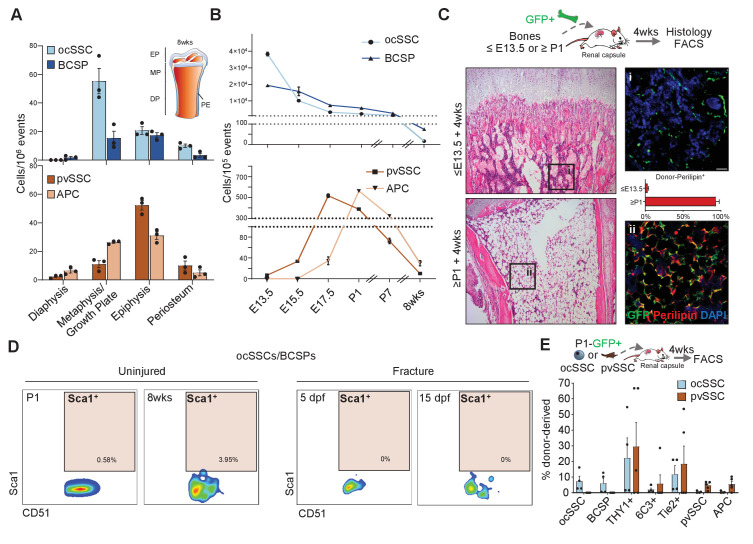
Osteochondral and perivascular SSCs are anatomically and developmentally distinct. (**A**) Flow cytometric quantification of micro-dissected long bone regions of 8-week-old mice for the prevalence of osteochondrogenic skeletal stem cells (ocSSCs), bone cartilage and stromal progenitors (BCSPs), perivascular SSCs (pvSSCs), and adipogenic progenitor cells (APCs). EP: epiphysis, MP: metaphysis, DP: diaphysis, PE: periosteum (n = 3 mice). (**B**) Frequency of ocSSCs, BCSPs (top) and pvSSCs, APCs (bottom) in the long bones of mouse embryos developing into postnatal life assessed by flow cytometry (n = 3 mice per age group). (**C**) Dissected limb bones of GFP-expressing embryos between E12-E13.5 (≤E13.5) and postnatal day 1–10 (≥P1) were transplanted under the renal capsule of NSG mice. 4 weeks after transplantation, bones were dissected out and sectioned for hematoxylin and eosin staining (left) and immunohistological staining for GFP (green) and perilipin (red) quantified as the percentage of GFP^+^Perilipin^+^ (right) cells (n = 4 bones per age group) below the distal growth plate. (**D**) Representative flow cytometric plots showing Sca1 expression in cells gated for CD45^-^Ter119^-^Tie2^-^CD51^+^6C3^-^Thy1^-^ (ocSSC/BCSP) in long bones at postnatal day 1 and at 8 weeks of age (uninjured) as well as during regeneration at days post fracture (dpf) 5 and 15. (**E**) Flow cytometric analysis of lineage output in ocSSC (n = 4)- and pvSSC (n = 5)-derived renal grafts displayed as the percentage of all donor-derived cells from at least two independent experiments. All data are shown as mean + SEM. Scale bars, 30 µm. Figure 2—source data 1.Anatomical and developmental assessment of ocSSCs and pvSSCs.

**Figure 2—figure supplement 1.**
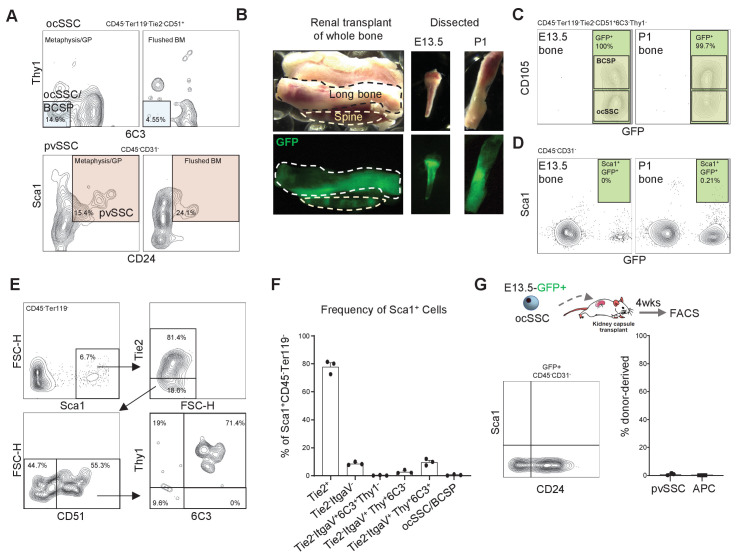
No overlap between bone-resident SSC subtypes. (**A**) Representative flow cytometric plots of single-cell suspensions from 8-week-old long bones dissected into metaphysis/GP (growth plate) and flushed bone marrow stained for osteochondrogenic skeletal stem cells (ocSSCs) (top) and perivascular SSCs (pvSSCs) (bottom). (**B**) Image of GFP-labeled tibia and thoracic spine transplanted under the renal capsule (left). Image of GFP-labeled postnatal day 1 (P1) and E13.5 tibia bones dissected from the renal capsule of NSG mice 4 weeks after transplantation (right). (**C**) Flow cytometric analysis of transplanted and dissected out tibia bones for GFP^+^ocSSCs and bone cartilage and stromal progenitors (BCSPs). (**D**) Flow cytometric analysis of transplanted and dissected out tibia bones for GFP^+^Sca1^+^ cells. (**E**) Representative flow cytometric plot showing gating for ocSSC lineage tree from CD45^-^Ter119^-^Sca1^+^ cells. (**F**) Quantification of flow cytometric data of ocSSC lineage tree cell populations as percentage of CD45^-^Ter119^-^Sca1^+^ cells (n = 3 mice). (**G**) Renal transplants of GFP-labeled E13.5 long bone-derived ocSSCs showing flow cytometric plot (left) and quantification of derived phenotypic pvSSC/APC (right) (n = 3). All data shown as mean + SEM. Figure 2—figure supplement 1—source data 1.Non-overlapping SSC subtypes.

### SSC diversity serves distinct niche functions

Having established the existence of the two SSC populations, we next asked how they were molecularly and functionally diverse. We conducted SmartSeq2 scRNAseq analysis on a dataset filtered for high-quality ocSSCs (143 cells) and pvSSCs (169 cells) from young adult mice (Figure 3—figure supplement 1A–C; Picelli et al., 2014). 

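Cells of both populations were sorted by FACS from the long bones of 4 male mice aged 8 to 10 weeks, which were pooled, so that each population is 1 biological sample without replicates. Each well of a plate received a single cell together with spike-in RNA of the External RNA Controls Consortium (ERCC), and full-length cDNA was made by the SmartSeq2 protocol and sequenced in read pairs. The authors mapped the reads with STAR and counted them per gene with RSEM, which shares out reads that map to several genes, and deposited these expected counts without normalization. They cover 55604 genes in the wells of 2 plates per population. The thresholds of the methods section were applied, which ask for at least 250 genes, at least 2500 counts, at most 10% mitochondrial content, at most 5% ribosomal content and an ERCC fraction of at most 30%. They kept 143 ocSSCs and 169 pvSSCs, and the ERCC fractions of these cells matched the paper's source data in all 143 and all 169 cells. Of the 48 ocSSCs left out, 44 exceeded the ERCC limit, as did 21 of the 23 pvSSCs left out. Dropping the ERCC criterion moved these numbers most, so that 23 ocSSCs and 7 pvSSCs were left out. No doublets were called, since each well was sorted to hold a single cell. The ocSSCs held between 21320 and 2191493 gene counts with a median of 659931, and the pvSSCs between 5055 and 2251925 with a median of 599525. The paper's source data give total reads instead, with medians of 1048002 in ocSSCs and 1297795 in pvSSCs over more cells than passed the filter, while all levels here use the gene counts. The level of a gene was its counts summed over the cells of a population and divided by the population's summed gene counts, ERCC left out, in the paper's unit of CPM, and levels were compared as the log2 ratio of pvSSCs over ocSSCs. A gene was detected in a cell with at least 1 count. Intervals are 95% intervals, exact Poisson for CPM, exact Clopper-Pearson for shares of cells and exact binomial for log2 ratios. The reads carry no molecular identifiers, so intervals and the limits that a count of 0 allows cover counting error only, not differences between mice, sorts or plates. With 1 sample per population, no test between populations was run. Each plate held cells of 1 population. The column names carry M1 for all pvSSCs and M2 for all ocSSCs, a mark whose meaning is not stated and which cannot be told apart from the population. Gene positions are those of GENCODE M21 on GRCm38.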

Strikingly, ocSSC and pvSSC clustered separately with *Ly6a/Sca1* expression pattern, confirming cell-type specificity (Figure 3A and Figure 3—figure supplement 1D). 

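All but 9 of the 143 ocSSCs had at least 8 ocSSCs among their 15 nearest neighbors (93.7%, interval 88.4 to 97.1), and all but 13 of the 169 pvSSCs had at least 8 pvSSCs (92.3%, interval 87.2 to 95.8). Neighbors were found in 15 principal components of the scaled log(CPM + 1) values of the 19464 genes detected in at least 3 cells. Using the 2000 most variable genes or 30 principal components moved the share of ocSSCs most, each to 96.5%. *Ly6a* (ENSMUSG00000075602.10), which encodes Sca1, lies on chromosome 15 from 74994877 to 74998031. Its level was 42.8 CPM (interval 41.6 to 44.1) in ocSSCs and 1967 CPM (interval 1959 to 1975) in pvSSCs, a log2 ratio of 5.52 (interval 5.48 to 5.56). *Ly6a* was detected in 20 of 143 ocSSCs (14.0%, interval 8.76 to 20.8) and in 92.9% of the 169 pvSSCs (interval 87.9 to 96.3). The pvSSCs were sorted for Sca1 protein, so more *Ly6a* in them was favored by the sort. A single ocSSC held 49.7% of the *Ly6a* counts of its population. The plates of pvSSCs had *Ly6a* levels of 2197 and 1683 CPM and those of ocSSCs 17.4 and 73.2 CPM. Asking for at least 5 counts moved the share of ocSSCs with *Ly6a* most, to 4.90%. Of the 9 ocSSCs with mostly pvSSC neighbors 4 had *Ly6a* reads, and of the 13 pvSSCs with mostly ocSSC neighbors 7 did.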

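The gene sets behind the GO terms were not analysed here, and 3 lists written from general knowledge stand in their place, for skeletal development, matrix organization and regulation of hematopoietic cells. For each list, the median log2 ratio of its genes with at least 10 summed counts was set beside 10000 random lists of the same size matched on mean expression, as a description of these libraries. Of the skeletal development list 36 of 38 genes were used, and their median log2 ratio was −4.21 (interval over the genes −5.79 to −2.55), with 33 genes higher in ocSSCs and 3 higher in pvSSCs. Of the random lists for skeletal development, 95% had medians between −0.40 and 0.63. The 43 matrix genes had a median log2 ratio of 1.49 (interval 0.77 to 2.66), 33 of them higher in pvSSCs and 10 higher in ocSSCs, against random medians from −0.36 to 0.50. For the 31 of 33 hematopoietic genes used, the median log2 ratio was 2.28, but the interval over the genes reached from −0.98 to 3.90, with 19 genes higher in pvSSCs and 12 in ocSSCs. Its random medians lay between −0.56 and 0.78. Genes without a count in 1 population, 1 of the skeletal list and 4 of the hematopoietic list, entered at the ratio that 3 counts give. Wells in even plate columns alone moved the matrix median most, to 2.47, and those in odd columns gave 1.34. Wells in odd and even columns gave medians of −4.69 and −3.67 for the skeletal list and of 2.58 and 3.09 for the hematopoietic list. Among the 612 genes with at least 50 CPM and detection in at least 50% of the cells of the higher population, the largest log2 ratios toward ocSSCs were those of *Col2a1*, *Ncmap*, *Hapln1* (−7.15), *Col11a2* (−7.04) and *Col9a1* (−6.56). The largest toward pvSSCs were those of *C3*, *Mfap5*, *Aspn*, *Cd34* and *Ltbp4*, whose ocSSC levels lay between 0.086 CPM for *Aspn* and 2.49 CPM for *Cd34*.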

Gene ontology (GO) analysis of differentially expressed genes between both cell types through GO Biological Processes demonstrated a strong association of ocSSCs with skeletal development and formation, while pvSSC genes were linked to extracellular matrix organization and regulation of hematopoietic cell types (Figure 3B,C). 

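*Acan* (ENSMUSG00000030607.7) lies on chromosome 7 from 79053483 to 79115099 and had 1371 CPM in ocSSCs and 36.1 CPM in pvSSCs, a log2 ratio of −5.25 (interval −5.29 to −5.20). *Col2a1* (ENSMUSG00000022483.17, chromosome 15 from 97975602 to 98004695) had 50389 CPM in ocSSCs and 103.3 CPM in pvSSCs, a log2 ratio of −8.93 (interval −8.96 to −8.90). The files list the parathyroid hormone receptor gene as *Pth1r* (ENSMUSG00000032492.14, chromosome 9 from 110722085 to 110747145). Its levels were 688 and 69.8 CPM, with a log2 ratio of −3.30 (interval −3.33 to −3.27). For *Spp1* (ENSMUSG00000029304.14, chromosome 5 from 104435118 to 104441050) the levels of 10119 and 612 CPM gave a log2 ratio of −4.05 (interval −4.06 to −4.04). A single cell held 39.2% of its ocSSC counts and a single cell 66.5% of its pvSSC counts. Among the fibroblast markers, *Pdgfra* (ENSMUSG00000029231.15, chromosome 5 from 75152292 to 75198215) rose from 23.9 CPM in ocSSCs to 242.8 CPM in pvSSCs, a log2 ratio of 3.35 (interval 3.29 to 3.41). The pvSSCs were also sorted for the protein of *Pdgfra*, so this direction was favored by the sort. *Postn* (ENSMUSG00000027750.16, chromosome 3 from 54361109 to 54391037) had 10.2 and 281.01 CPM, with a log2 ratio of 4.79 (interval 4.70 to 4.88). A single ocSSC held 99.1% of the *Postn* counts and a single ocSSC 64.3% of the *Pdgfra* counts of that population. *Dpt* (ENSMUSG00000026574.5, chromosome 1 from 164796644 to 164824266) had 54.8 CPM in ocSSCs and 8399 CPM in pvSSCs, and its log2 ratio was 7.26 (interval 7.22 to 7.30). *Dpt* was detected in 38 of 143 ocSSCs (26.6%, interval 19.5 to 34.6) and in 92.3% of the 169 pvSSCs (interval 87.2 to 95.8). *Cxcl12* (ENSMUSG00000061353.11, chromosome 6 from 117168535 to 117181367) was at 423 CPM in ocSSCs, where 1 cell held 88.5% of the counts, and at 2179 CPM in pvSSCs, a log2 ratio of 2.36 (interval 2.35 to 2.38). The levels of *Igf1* (ENSMUSG00000020053.18, chromosome 10 from 87858265 to 87937042) were 54.95 and 1471 CPM, with a log2 ratio of 4.74 (interval 4.70 to 4.78). *Rarres2* (ENSMUSG00000009281.6, chromosome 6 from 48569696 to 48572789) had 3.40 CPM in ocSSCs, 90.2% of it from 1 cell, and 310 CPM in pvSSCs, a log2 ratio of 6.51 (interval 6.36 to 6.67). The single-gene ratio that moved most among these was that of *Postn*, which shifted by 7.50 with the wells in even plate columns alone. All 10 genes had the same direction under each alternative tried.

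**Figure D1:**
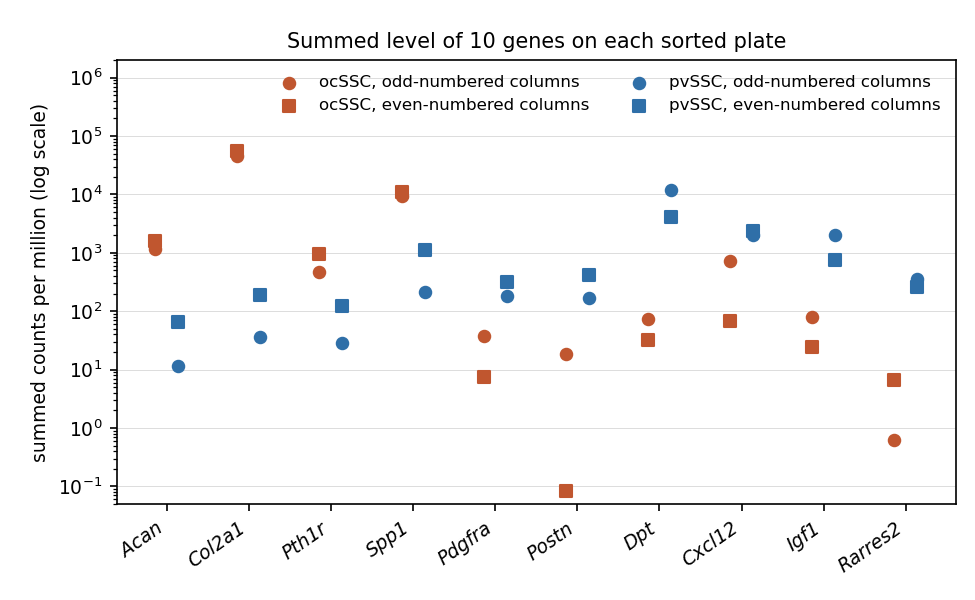
Summed level in CPM (vertical axis, log scale) of the 10 genes (horizontal axis) on each of the 4 plates, with ocSSCs in orange, pvSSCs in blue, plates of odd-numbered columns as circles and of even-numbered columns as squares. For each gene, both plates of the population with the higher level lie above both plates of the other, closest for *Cxcl12* with 720 CPM on an ocSSC plate and 2025 CPM on a pvSSC plate, and *Postn* reaches 0.084 CPM on an ocSSC plate.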

The ocSSC population also expressed much higher levels of commonly known osteochondrogenic genes (*Acan*, *Col2a1*, *Pthr1*, *Spp1*), whereas pvSSCs exhibited elevated gene counts for fibroblast markers (*Pdgfra*, *Postn*, *Dpt*) and factors related to hematopoietic interactions (*Cxcl12*, *Igf1*, *Rarres2*) (Figure 3D). Collectively, these findings suggested that ocSSCs are a major source of bone-forming cells while pvSSCs might contribute to specific niche environments in long bones. To test this functionally, we sublethally irradiated mice to compromise hematopoietic niches and assessed cell frequencies in long bones via flow cytometry 2 weeks later. pvSSCs and their downstream APCs were strongly increased compared to non-irradiated mice in line with their potential role in supporting hematopoietic recovery and the increase in BMAT seen upon radiation (Naveiras et al., 2009), while irradiation-sensitive ocSSC/BCSPs showed a decline in numbers (Figure 3E and Figure 3—figure supplement 1E). In contrast, when we assessed the prevalence of SSC types during bi-cortical fracture regeneration, we found ocSSCs to accumulate significantly more in callus tissue compared to pvSSCs as expected from their pivotal role in skeletal repair (Figure 3F and Figure 3—figure supplement 1F; Marecic et al., 2015). 

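Within the wells of odd plate columns, which hold 1 plate of each population, the median log2 ratio was −6.06 for the 4 osteochondrogenic genes named in the text, 3.20 for the 3 fibroblast genes and 4.68 for the 3 hematopoietic factors. In the wells of even columns, which hold the other 2 plates, the medians were −3.95, 7.04 and 5.10. Over all wells, the osteochondrogenic median of −4.65 lay at percentile 0.05 of its matched random lists, the fibroblast median at percentile 99.6 and the hematopoietic median, which is that of *Igf1*, also at percentile 99.6. Lists of 3 or 4 genes have wide random ranges, from −2.09 to 2.48 for the fibroblast list. The study picked these 10 genes from the same libraries, and *Pdgfra* encodes a marker by which pvSSCs were sorted. The paper starts from higher levels of osteochondrogenic genes in ocSSCs and of genes for matrix, fibroblasts and hematopoietic interactions in pvSSCs. It proposes that ocSSCs are a main source of bone-forming cells and that pvSSCs might contribute to niches in long bones. The paper also examines these roles after irradiation and fracture, with age and in co-transplants, which were not analysed here.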

Since aging is known to drive bone loss and BMAT accumulation in mouse bones, we compared pvSSC and ocSSC cell frequencies in 2- and 30-month-old mice. While bone anabolic ocSSCs were significantly reduced with age, bone marrow adipocytes forming pvSSCs/APCs were increased (Figure 3G). Finally, co-transplantation of equal numbers of purified, uniquely labeled SSC types under the renal capsule of NSG mice generated ossicles with ocSSCs as a key contributor to osteochondrogenic tissue and reticular cells, whereas pvSSC-derived cells were more prevalent in areas anatomically close to host-derived hematopoietic tissue (Figure 3H). In sum, these findings suggest different functional roles between osteochondral and pvSSCs and that changes in their abundance correspond to disturbances in skeletal homeostasis.

**Figure 3.**
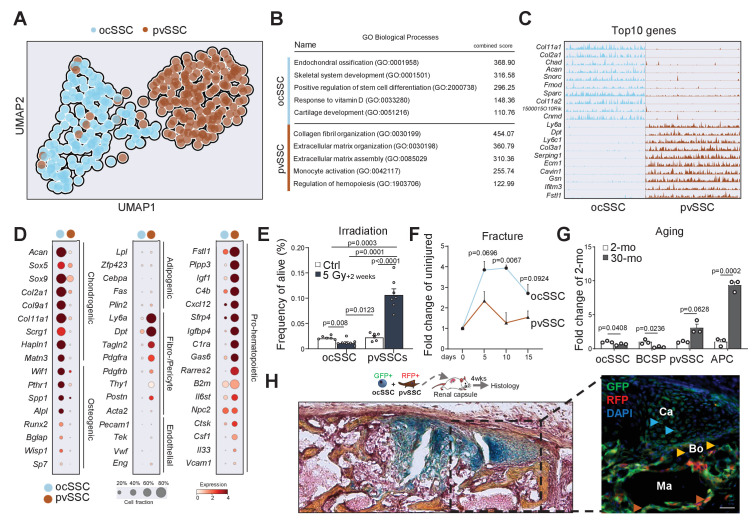
Molecular differences of SSC types infer specific niche functions. (**A**) Single-cell RNA-sequencing analysis results of 143 osteochondrogenic skeletal stem cells (ocSSCs) and 169 perivascular SSCs (pvSSCs) shown as clustering by Uniform Manifold Approximation and Projection (UMAP). (**B**) Top Gene Ontology (GO) Biological Processes by all differentially expressed genes between ocSSCs and pvSSCs as determined through EnrichR. (**C**) Track plots of top 10 differentially expressed genes in ocSSCs and pvSSCs showing individual peaks per cell as the degree of their expression. (**D**) Dot plots showing expression of selected genes in ocSSCs and pvSSCs previously reported to characterize specific cell types. (**E**) Flow cytometric quantification of ocSSCs and pvSSCs 2 weeks after whole-body sublethal irradiation of 8-week-old mice (n = 6 control; n = 7 5Gy, from two independent experiments). (**F**) Flow cytometric quantification of ocSSCs and pvSSCs at various days after stabilized bi-cortical femoral fractures of 8-week-old mice shown as fold change of uninjured (n = 3 per timepoint from two independent experiments). (**G**) Flow cytometric quantification of ocSSCs, bone cartilage and stromal progenitors (BCSPs), pvSSCs, and adipogenic progenitor cells (APCs) in long bones of young (8 weeks; n = 3) and aged (30 months; n = 3) mice shown as fold change of young. (**H**) Renal capsule-derived grafts of co-transplants of equal numbers of ocSSCs and pvSSCs showing Movat pentachrome-stained cross-section (left) and the corresponding immunohistological staining (right) for GFP (ocSSC-derived cells) and red fluorescent protein (RFP) (pvSSC-derived cells). Light blue arrowhead: cartilage (Ca); yellow arrowhead: bone (Bo); brown arrowhead: marrow (Ma) lining cells. All data are shown as mean + SEM. Significance between groups was assessed by unpaired, two-tailed Student’s t-test and corrected with Welch’s test for unequal distribution if needed. Scale bars, 30 µm. Figure 3—source data 1.Changes in SSC abundance in response to injury and aging.

**Figure 3—figure supplement 1.**
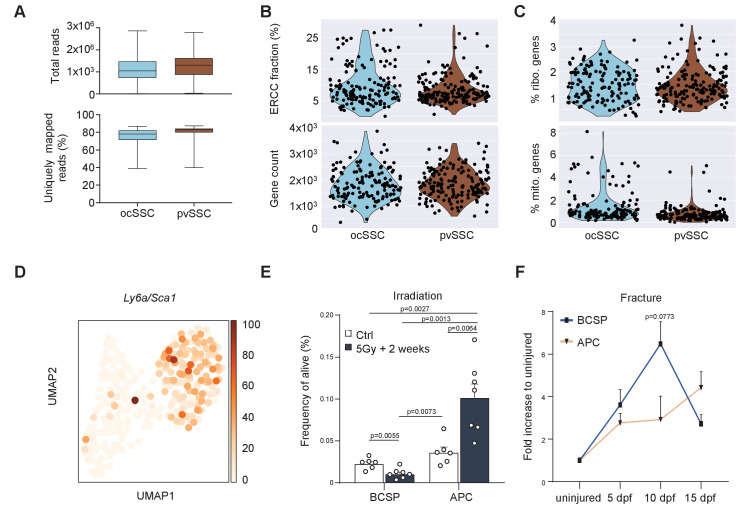
Two genetically and functionally distinct SSC lineages of long bones. (**A**) Total read counts (top) and uniquely mapped reads (bottom) of quality-filtered osteochondrogenic skeletal stem cells (ocSSCs) (143 cells) and perivascular SSCs (pvSSCs) (169 cells). (**B**) ERCC (External RNA Controls Consortium) fraction of all read counts (top) and gene count (bottom) of quality-filtered ocSSCs (143 cells) and pvSSCs (169 cells). (**C**) Plots showing ribosomal (top) and mitochondrial (bottom) genes as percentage of total gene expression in filtered datasets. (**D**) Expression of *Ly6a*/*Sca1* in single-cell RNA-sequencing data from ocSSCs and pvSSCs. (**E**) Flow cytometric quantification of bone cartilage and stromal progenitors (BCSPs) and adipogenic progenitor cells (APCs) 2 weeks after whole-body sublethal irradiation of 8-week-old mice (n = 6 control; n = 7 5Gy, from two independent experiments). (**F**) Flow cytometric quantification of BCSPs and APCs at various days after stabilized bi-cortical femoral fractures of 8-week-old mice shown as fold change of uninjured (n = 3 per timepoint from two independent experiments). Statistical testing was performed by unpaired, two-tailed Student’s t-test between groups. All data are shown as mean + SEM. Figure 3—figure supplement 1—source data 1.Quality control of single cell RNA-sequencing data.

### Commonly used single gene cell labels do not faithfully mark pure skeletal stem cells

Reporter mouse models are a crucial tool for the study of bones, including stem cell-based skeletal processes. However, available lineage tracers merely enrich for SSC populations (Ambrosi et al., 2019; Tikhonova et al., 2019) and, therefore, conclusions drawn need to be carefully put into perspective (Figure 4A). scRNAseq data suggested that genes reported to describe SSC populations, for example, *Pthrp*, *Ctsk*, *Cxcl12*, and *Osx,* show variable expression within and between ocSSCs and pvSSCs (Figure 4B; Greenbaum et al., 2013; Mizoguchi et al., 2014; Mizuhashi et al., 2018; Debnath et al., 2018). Similarly, reporter strains for labeling more mature cell types such as chondrocytes (*Col2a1*, *Acan*) and osteoblasts (*Col1a1*, *Spp1*) also show expression in stem cell-like populations (Figure 4B). 

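*Pthrp*, listed as *Pthlh* (ENSMUSG00000048776.8, chromosome 6 from 147252101 to 147264183), was detected in 18 of 143 ocSSCs (12.6%, interval 7.63 to 19.2) and 15 of 169 pvSSCs (8.88%, interval 5.05 to 14.2), a difference within the counting intervals. Its summed levels were 162.8 and 55.4 CPM, a log2 ratio of −1.56 (interval −1.60 to −1.51). *Ctsk* (ENSMUSG00000028111.4, chromosome 3 from 95499256 to 95509362) was detected in 21 ocSSCs (14.7%, interval 9.33 to 21.6) and 62 pvSSCs (36.7%, interval 29.4 to 44.4), with a log2 ratio of 1.11. For *Cxcl12* the shares were 15.4% of ocSSCs (22 cells, interval 9.90 to 22.4) and 60.9% of pvSSCs (interval 53.2 to 68.3). *Osx*, listed as *Sp7* (ENSMUSG00000060284.7, chromosome 15 from 102356606 to 102367182), was detected in 21 ocSSCs and in 3 pvSSCs (1.78%, interval 0.368 to 5.10). Its level was 60.9 CPM in ocSSCs and 3.07 CPM in pvSSCs, where 1 cell held 95.5% of the counts. Shares of cells with reads were most often moved by asking for at least 5 counts, which lowered 25 of the 92 shares examined beyond their intervals.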

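*Col2a1* was detected in 89.5% of the 143 ocSSCs (interval 83.3 to 94.01) and 36 of 169 pvSSCs (21.3%, interval 15.4 to 28.3), and *Acan* in 122 ocSSCs (85.3%, interval 78.4 to 90.7) and 28 pvSSCs (16.6%, interval 11.3 to 23.0). *Spp1* was detected in 52 ocSSCs (36.4%, interval 28.5 to 44.8) and 17 pvSSCs (10.1%, interval 5.97 to 15.6). *Col1a1* (ENSMUSG00000001506.10, chromosome 11 from 94936224 to 94953042) was detected in 40 ocSSCs (27.97%, interval 20.8 to 36.1) and 160 pvSSCs (94.7%, interval 90.1 to 97.5). Its level was 2272 CPM in ocSSCs and 5731 CPM in pvSSCs, a log2 ratio of 1.33. Between plates, the level of *Col1a1* ranged from 715 to 4128 CPM in ocSSCs and from 4120 to 7725 CPM in pvSSCs, so that the ocSSC plate with more counts of it reached the level of the lower pvSSC plate.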

Recently, LepR expression has been shown to strongly enrich for bone CFU-F although bulk-sequencing and scRNAseq strongly suggest that *LepR*-expressing populations are highly heterogeneous (Zhou et al., 2014; Tikhonova et al., 2019; Figure 4A,B). 

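In the single cells, *Lepr* (ENSMUSG00000057722.17, chromosome 4 from 101717404 to 101815352) was detected in 6 of 143 ocSSCs (4.20%, interval 1.56 to 8.91) and 12 of 169 pvSSCs (7.10%, interval 3.72 to 12.1). A difference between these shares was not detectable at this number of cells. The summed levels were 9.15 CPM in ocSSCs and 23.3 CPM in pvSSCs, and a single ocSSC held 59.6% of the ocSSC counts. The bulk microarray data were not analysed here.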

When we analyzed LepR expression on ocSSC/pvSSC lineage populations by FACS, we found LepR expression in both cell types (Figure 4C). Separating ocSSCs or pvSSCs into LepR-positive and -negative fractions did not alter CFU-F capacity (Figure 4D) and potential to give rise to osteocalcin-expressing osteoblasts in vitro (Figure 4E–F). These results highlight the greater ability of flow cytometry to resolve functionally distinct SSC variants by simultaneously tracking expression of a panel of surface proteins over reporter mouse models that rely on the selective expression of a single gene.

**Figure 4.**
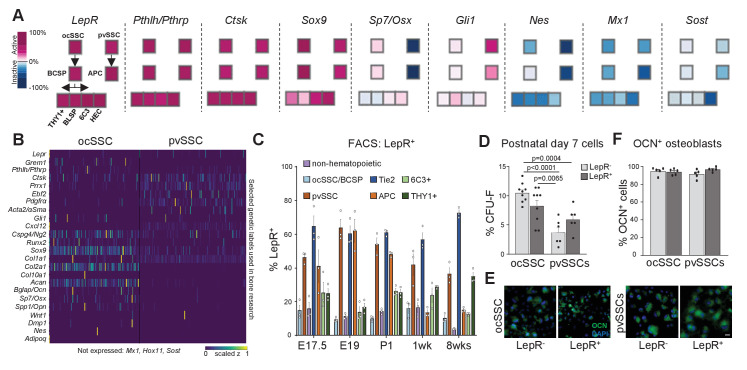
Variable expression of commonly used reporter genes in skeletal stem cell types. (**A**) Microarray data of freshly purified bulk cell populations of the previously defined osteochondrogenic skeletal stem cell (ocSSC) and perivascular SSC (pvSSC) lineage trees from 8-week-old mice showing gene expression of markers commonly known to trace and/or label cell populations enriched for SSCs. Expression is shown as normalized activity as processed by GEXC (Gene Expression Commons). Each cell-type represents a pool of cells derived from three to four mice. (**B**) Single-cell heatmaps of gene expression of markers commonly used to trace and/or label cell populations enriched for SSCs as observed in single-cell RNA-sequencing (scRNAseq) results of ocSSCs and pvSSCs. (**C**) Flow cytometric analysis of antibody labeling for leptin receptor (LepR) in different populations of the ocSSC and pvSSC lineage trees in differently aged mice (n = 3). (**D**) Fibroblast colony-forming unit (CFU-F) assay of freshly isolated ocSSCs and pvSSCs separated by their expression of LepR (ocSSC n = 9; pvSSC n = 6, from two independent experiments). (**E**) Expression of osteocalcin (OCN, green) in in vitro osteogenically differentiated ocSSCs and pvSSCs in LepR-positive and -negative fractions. (**F**) Quantification of percentage of cells expressing OCN as determined by antibody labeling at 2 weeks of osteogenic differentiation (n = 5). Significance between groups was assessed by unpaired, two-tailed Student’s t-test. All data are shown as mean + SEM. Scale bars, 30 µm. Figure 4—source data 1.Differences of LepR expression in SSC subtypes.

### Stem cell crosstalk by distinct SSC subpopulations facilitates niche interactions

To assess the diversity within ocSSC and pvSSC variants, we conducted Leiden clustering on our scRNAseq dataset. This yielded three subclusters for ocSSCs while pvSSCs were homogeneous in their overall gene signature (Figure 5A). 

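Leiden clustering was run on a graph of 15 nearest neighbors in the 15 principal components, over all cells that passed the filter and within each population alone. The paper's text names neither the resolution nor the number of components, so the default resolution of 1.0 of scanpy was used. It gave 8 clusters over all cells, 7 within ocSSCs and 8 within pvSSCs. With a resolution of 0.5, which moved these numbers most, there were 5, 4 and 3 clusters. Over the random seeds 1 to 9, ocSSCs fell into 6 clusters each time and pvSSCs into 5 to 8. To set a baseline, the values of each gene were shuffled among the cells of a population 20 times, which leaves no groups of cells. The shuffled values still gave 6 to 8 clusters for ocSSCs and 6 to 9 for pvSSCs. Their modularity, which measures how far links fall within clusters, reached at most 0.370 and 0.379, against 0.602 in ocSSCs and 0.549 in pvSSCs before shuffling. Shuffling also removes differences between cells in the number of genes detected. The higher modularity therefore does not show groups of cells apart from such differences.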

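The smallest resolution that divided all cells into 4 clusters was 0.25, and these clusters are called A to D here. Cluster A held 82 pvSSCs and 2 ocSSCs, cluster B 74 pvSSCs and 4 ocSSCs, cluster C 12 pvSSCs and the most ocSSCs, and cluster D 34 ocSSCs and 1 pvSSC. So 2 of the 4 clusters were made mostly of ocSSCs. Of all ocSSCs 72.0% lay in cluster C (interval 63.9 to 79.2), and of all pvSSCs 48.5% lay in cluster A (interval 40.8 to 56.3). The median number of genes detected per cell was 2231 in cluster A and 1480.5 in cluster B. The median ERCC fraction was 6.10% in A, 10.4% in B, 9.27% in C and 4.22% in D. With the 2000 most variable genes, which moved the division of pvSSCs most, 91.1% of pvSSCs formed a cluster without ocSSCs, and the other 3 clusters held 99, 21 and 23 ocSSCs beside 11, 3 and 1 pvSSCs. With 30 principal components, 3 clusters were also made mostly of ocSSCs, and 86.4% of pvSSCs lay in the remaining cluster. The clusters describe which cells group together in these libraries, and cluster sizes were not compared between populations.

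**Figure D2:**
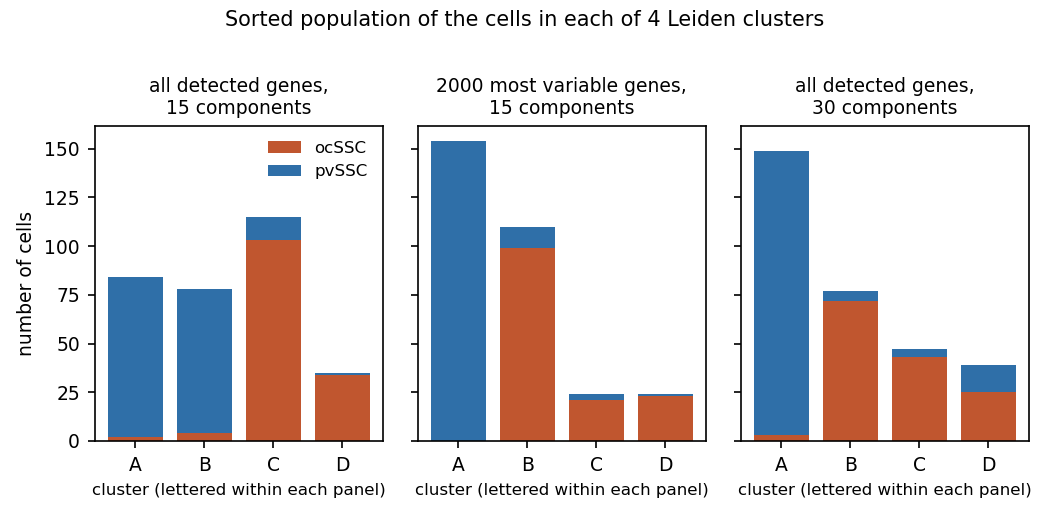
Number of cells (vertical axis) in each of 4 Leiden clusters (horizontal axis, lettered within each panel), with ocSSCs in orange and pvSSCs in blue, for all detected genes with 15 components, for the 2000 most variable genes and for 30 components. The pvSSCs form clusters A and B in the first panel and lie mostly in cluster A in the others.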

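Clusters were set beside those of the study by the 5 genes that Figure 5C prints for each. The chondrogenic genes of the study's cluster 3 (*Acan*, *Col2a1*, *Cnmd*, *Col9a1*, *Col11a2*) had a mean log(CPM + 1), with the natural logarithm, of 8.68 in cluster D, 5.20 in C, 0.56 in A and 0.13 in B. *Col2a1* was at 79324 CPM in D and 36420 CPM in C, and *Col9a1* at 6996 and 1814 CPM. The osteogenic genes of the study's cluster 4 (*Spp1*, *Bglap*, *Mmp13*, *Tnc*, *Sp7*) averaged 1.00 in D, 0.96 in C, 0.46 in B and 0.20 in A, so that both sets were highest in D. By summed levels, *Spp1* had 11629 CPM in C, 47.0% of it from 1 cell, and 866 CPM in D, 57.5% of it from 1 cell. *Sp7* had 36.8 CPM in C and 112.2 CPM in D. *Mmp13* was detected in 11 cells of C (9.57%, interval 4.87 to 16.5) and in 0 of 35 cells of D (interval up to 10.003). With the 2000 most variable genes, the osteogenic set was highest, at 3.47, in a cluster of 24 cells, 21 of them ocSSCs, and the chondrogenic set, at 8.64, in another of 24 cells, 23 of them ocSSCs. The clusters rest on the same expression values, so differences between them were not tested. Clusters built without these genes gave the chondrogenic set a mean of 5.31 in C and held the same number of cells in D.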

Looking at the top differentially expressed genes between the four clusters, we found that clusters 3 and 4 were enriched for marker genes of chondrogenic and osteogenic fates, respectively (Figure 5B,C). Further, cluster 1 (pvSSCs) and cluster 2 were enriched for stem cell-associated genes (Figure 5C and Figure 5—figure supplement 1A), whereas clusters 3 and 4 showed pathway enrichment related to active bone formation processes (Figure 5—figure supplement 1B). 

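For the 21 genes of Figure 5—figure supplement 1A, the cluster with the highest mean log(CPM + 1) was A for 6 genes, B for 4, C for 5 and D for 6. By summed levels it was A for 4, B for 4 and C for 13. With the 2000 most variable genes, the mean was highest for 4 genes in the pvSSC cluster, for 10 in the cluster of 99 ocSSCs and for 1 and 6 in the other clusters. Of the 21 genes, 10 were detected in fewer than 10% of all cells, and the median gene in 10.6%. The genes of the study's cluster 2 in Figure 5C were highest in cluster C, with a mean of 2.78 against 1.28 in A, 0.93 in B and 1.79 in D. Among them *Prg4* was detected in 48 cells of C (41.7%, interval 32.6 to 51.3), at 5944 CPM, and *Grem1* in 13 cells (11.3%, interval 6.16 to 18.5). *Clec3a* and *Itm2a* were instead highest in D by mean log(CPM + 1), with 2.95 against 2.27 in C and 4.95 against 4.34. The pathway enrichment was not analysed here.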

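Cells were assigned to a phase with scanpy's cell cycle score, using 41 S and 49 G2M genes of lists written from general knowledge, as the updated list the study used is not printed in its text. By this score 45.5% of ocSSCs (interval 37.1 to 53.99) and 43.8% of pvSSCs (interval 36.2 to 51.6) were in S or G2M phase, a difference within the counting intervals. The shares were 44.05% in cluster A (interval 33.2 to 55.3), 39.7% in B, 51.3% in C (interval 41.8 to 60.7) and 34.3% in D (interval 19.1 to 52.2). With the 2000 most variable genes they were 43.5% in the pvSSC cluster (interval 35.5 to 51.7) and 42.7, 50.0 and 54.2% in the clusters set beside clusters 2, 4 and 3. Of 100 pairs of random lists matched on expression, the median share was 55.9% of ocSSCs and 53.8% of pvSSCs, with ranges of 41.3 to 66.4% and 40.8 to 66.3%. The central 95% of the draws reached from 45.4 to 64.7% of ocSSCs and from 44.9 to 63.03% of pvSSCs, and 3 and 2 of the 100 draws gave lower shares than the S and G2M lists. The median gene of the lists was detected in 2.88% of cells. Reads of at least 2 of the 6 proliferation genes *Mki67*, *Top2a*, *Cdk1*, *Ccnb1*, *Ccnb2* and *Birc5* were found in 4 ocSSCs (2.80%, interval 0.767 to 7.01) and 2 pvSSCs (1.18%, interval 0.144 to 4.21). By cluster this held for 1 cell of A, 0 of 78 cells of B, 3 cells of C (2.61%) and 2 of 35 cells of D (5.71%, interval 0.700 to 19.2). With the 2000 most variable genes, it held for 4 of the 24 cells beside cluster 3 (16.7%, interval 4.74 to 37.4). It held for 0 of the 24 cells beside cluster 4 (interval up to 14.2) and 1 cell beside cluster 2 (0.909%, interval 0.0230 to 4.96). In the pvSSC cluster it held for 1 cell (0.649%, interval 0.0164 to 3.56). Reads of at least 1 of the 6 genes were found in 9.79% of ocSSCs (interval 5.46 to 15.9) and 13.6% of pvSSCs (interval 8.83 to 19.7), so that the order of the populations changed. CytoTRACE builds on the number of genes detected per cell and was not run here. The median number of genes detected was 1761 in ocSSCs and 1793 in pvSSCs, and 1583 in cluster C and 2477 in cluster D. The paper's reported CytoTRACE scores have medians of 0.780 in its cluster 1, 0.395 in cluster 2, 0.377 in cluster 3 and 0.325 in cluster 4.

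**Figure D3:**
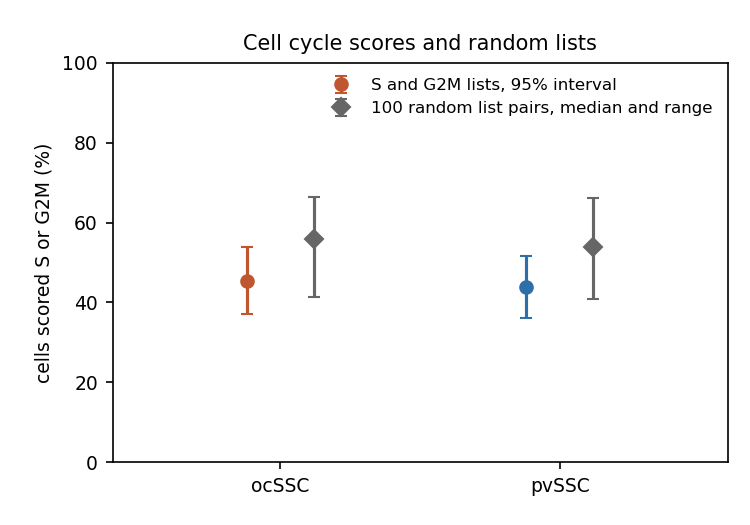
Percent of cells scored S or G2M (vertical axis) in ocSSCs and pvSSCs, with the S and G2M lists as circles with their 95% intervals and 100 pairs of random lists as gray diamonds with the median and the range over the draws. In both populations the share of the S and G2M lists lies within the range of the random lists and below their median.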

Cell cycle status and CytoTrace analysis additionally inferred that osteochondrogenic SSC-enriched clusters were more active (Figure 5—figure supplement 1C,D), altogether suggesting that ocSSCs contained a larger fraction of cells pre-primed to commit to specific fates, potentially reflecting their primary role in constantly maintaining and remodeling bones. As we observed that both SSC types can form ectopic bone, complete with hematopoietic marrow, and that co-transplantation seems to result in a defined, coordinated lineage output (Figures 1D and 3H), we next looked for possible signaling interactions between ocSSCs and pvSSCs. Leiden clusters revealed patterns in expression of combinations of ligands and cognate receptors that are highly suggestive of crosstalk between ocSSCs and pvSSCs (Figure 5D and Figure 5—figure supplement 1E). For example, cells of cluster 1 (pvSSCs) expressed *Tgfb2*/*Tgfb3* and *Wnt* ligand genes, well-known pro-chondrogenic and -osteogenic signals, which might support the specific fate commitment of ocSSCs enriched in clusters 2–4 that expressed respective receptors (Figure 5D). 

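Of the 20 ligand and receptor genes of Figure 5D, 11 had their highest mean log(CPM + 1) in a cluster of mostly pvSSCs (A or B) and 9 in a cluster of mostly ocSSCs (C or D). By summed levels the tally was 10 and 10, with *Tgfbr1*, *Tgfbr3* and *Lrp5* on the other side. Several of these genes were detected in so few cells that 1 cell decides the level. *Egf* was detected in 6 ocSSCs and 1 pvSSC, *Tgfa* in 5 ocSSCs and 1 pvSSC, and *Wnt3a* in 3 ocSSCs and 2 pvSSCs. No pairs of ligands and receptors were tested.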

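*Tgfb2* (ENSMUSG00000039239.14, chromosome 1 from 186622792 to 186705989) had 146.6 CPM in ocSSCs and 299.9 CPM in pvSSCs, a log2 ratio of 1.03 (interval 1.01 to 1.06), and was detected in 46 and 82 cells. Its shares were 58.3% in cluster A (interval 47.1 to 69.0), 43.6% in B, 26.1% in C (interval 18.3 to 35.1) and 42.9% in D (interval 26.3 to 60.6). *Tgfb3* (ENSMUSG00000021253.7, chromosome 12 from 86056745 to 86079041) had 147.5 and 402 CPM, with a log2 ratio of 1.45, and was detected in 29 ocSSCs and 61 pvSSCs. The *Wnt* ligand genes of Figure 5D (*Wnt3a*, *Wnt5a*, *Wnt9a*, *Wnt10b*) were detected in 1.18 to 5.92% of pvSSCs and 1.40 to 9.09% of ocSSCs. *Wnt5a* had a log2 ratio of 0.22 over all wells and −4.47 in the wells of even plate columns, and *Wnt10b* had 1.33 and −0.065. For the receptors, *Tgfbr2* had 224.8 CPM in ocSSCs and 127.5 CPM in pvSSCs, a log2 ratio of −0.82. *Tgfbr1* had −0.46 but 0.30 by the mean of the cells' own CPM, with 82.2% of its ocSSC counts in 1 cell, and *Tgfbr3* had 0.074 but −0.015 with edgeR's TMM factors. *Lrp5*, with 1.18, changed to −1.76 by the mean of the cells' own CPM, and *Lrp6*, with 0.28, to −0.11 in the wells of odd columns.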

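*Bmp2* (ENSMUSG00000027358.6, chromosome 2 from 133552159 to 133562885) was detected in 14 ocSSCs and 6 pvSSCs, with a log2 ratio of −1.77 (interval −1.88 to −1.66), and *Bmp7* (ENSMUSG00000008999.7, chromosome 2 from 172868012 to 172940321) in 27 ocSSCs and 4 pvSSCs. *Bmp7* had 126.9 CPM in ocSSCs and 8 counts over all pvSSCs, a log2 ratio of −10.76 (interval −11.97 to −9.78). By cluster, *Bmp7* was detected in 12 of 35 cells of D (34.3%, interval 19.1 to 52.2) and 15 cells of C (13.04%, interval 7.49 to 20.6). *Bmp4* (ENSMUSG00000021835.15, chromosome 14 from 46383520 to 46390669) went the other way, with 1 ocSSC and 18 pvSSCs, 1.32 and 61.6 CPM and a log2 ratio of 5.55 (interval 5.31 to 5.80). *Tgfa* was detected in 4 cells of C and 1 of D, with 14.9 and 0.91 CPM, and *Egf* in 5 cells of C and 1 of D, with 11.5 and 0.031 CPM. The receptor gene *Egfr* (ENSMUSG00000020122.16, chromosome 11 from 16752203 to 16918158) had 17.1 CPM in ocSSCs and 93.3 CPM in pvSSCs, a log2 ratio of 2.44, and was detected in 7 and 42 cells. *Bmpr1a* was detected in 29 ocSSCs and 29 pvSSCs, with 106.4 and 57.6 CPM, and *Bmpr2* in 38 and 60 cells, with 36.8 and 108.5 CPM.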

Reversely, *Bmp*, *Tgfa*, and *Egf* ligands from cells of primed clusters 3 and 4 might also signal back to pvSSCs, which express the canonical cognate receptor genes to these pathways, implying feedback regulation across SSC types (Figure 5D). Finally, previous studies have mapped ocSSCs to the growth plate and pvSSCs to perivascular bone marrow regions using in situ localization (Chan et al., 2015; Ambrosi et al., 2017). Taking advantage of our scRNAseq dataset, we identified *cadherin-13* (*Cdh13)*, the receptor for the adipogenic factor adiponectin (Hug et al., 2004), and *Wnt inhibitory factor-1* (*Wif1)*, previously identified to be expressed in a small subset of BMSCs (Tikhonova et al., 2019), as new marker genes for the most stem cell-like clusters 1 (pvSSC) and 2 (ocSSC), respectively (Figure 5E,F). 

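*Cdh13* (ENSMUSG00000031841.19) lies on chromosome 8 from 118283733 to 119324921 and had 3.09 CPM in ocSSCs, 55.6% of it from 1 cell, and 587 CPM in pvSSCs, a log2 ratio of 7.57 (interval 7.41 to 7.73). It was detected in 9 ocSSCs (6.29%) and 85 pvSSCs (50.3%). By cluster, *Cdh13* was detected in 52 of 84 cells of A (61.9%, interval 50.7 to 72.3), 31 of 78 cells of B (39.7%, interval 28.8 to 51.5), 10 cells of C and 1 of D. Stricter cells, with at least 1000 genes, 100000 counts and an ERCC fraction of at most 15%, moved its share in the pvSSC cluster set beside cluster 1 most, to 43.1%. *Wif1* (ENSMUSG00000020218.11, chromosome 10 from 121033960 to 121100650) had 3300 CPM in ocSSCs and 307.1 CPM in pvSSCs, where 1 cell held 58.9% of the counts, a log2 ratio of −3.43 (interval −3.44 to −3.41). *Wif1* was detected in 76 ocSSCs (53.1%) and 23 pvSSCs (13.6%). By cluster, it was detected in 67 cells of C (58.3%, interval 48.7 to 67.4), 11 of 35 cells of D (31.4%, interval 16.9 to 49.3), 15 cells of A and 6 of B. With 30 principal components, the share of cells with *Wif1* in the cluster set beside cluster 2 was 85.1%.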

In situ hybridization by RNAscope confirmed a restricted expression of *Wif1* in the resting and proliferative zones of the growth plate, while *Cdh13* was absent and found in cells located in the bone marrow close to endomucin-expressing vasculature (Figure 5G,H). As observed via flow cytometric analysis, *Wif1*- and *Cdh13*-expressing cells were also found among periosteal cells (Figure 5—figure supplement 1F,G). In summary, these results confirm the distinct and overlapping anatomical localization of SSC variants in long bones and provide a glimpse into the complex crosstalk between them.

**Figure 5.**
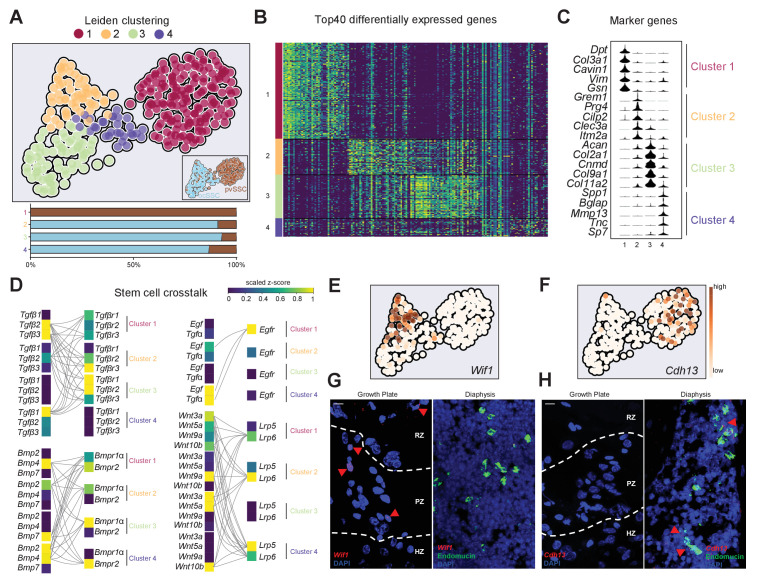
Stem cell crosstalk by distinct SSC subpopulations facilitates niche interactions. (**A**) Single-cell RNA-sequencing analysis results of osteochondrogenic skeletal stem cells (ocSSCs) and perivascular SSCs (pvSSCs) shown as Leiden clustering to reveal heterogeneity within cell populations (top). Composition of clusters by SSC type (bottom). Cluster 1: 155 cells; cluster 2: 57 cells; cluster 3: 70 cells; cluster 4: 30 cells. (**B**) Heatmap of top 40 differentially expressed genes for each of the four Leiden clusters. (**C**) Violin plots of selected marker genes for each of the four Leiden clusters. (**D**) Expression of selected ligands and their receptors in Leiden clusters of SSC populations. Connected ligand-receptor genes in pairs have scaled z-score expression >0.5. (**E**) Expression of cluster 2-specific marker *Wif1* in UMAP plot. (**F**) Expression of cluster 1-specific marker *Cdh13* in UMAP plot. (**G**) Representative in situ RNAscope images showing detection of the *Wif1* RNA transcripts in the growth plate (left) and their absence in diaphyseal bone marrow (right). (**H**) Representative in situ RNAscope images showing detection of the *Cdh13* RNA transcripts in diaphyseal bone marrow (right) and their absence in the growth plate (left). Red arrowheads: RNA transcript-expressing cells. RZ: resting zone; PZ: proliferative zone; HZ: hypertrophic zone. Scale bars, 10 µm.

**Figure 5—figure supplement 1.**
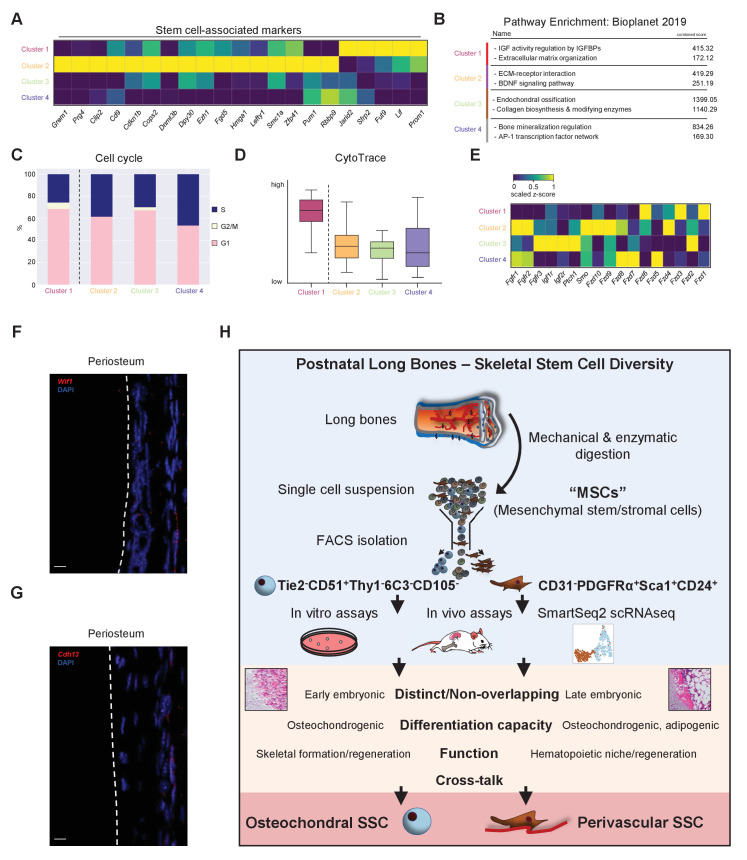
Single-cell heterogeneity and crosstalk of SSC subtypes. (**A**) Expression of genes previously associated with stem cell-like populations and their expression in the four Leiden clusters. (**B**) Pathway enrichment analysis of top 100 genes expressed in Leiden clusters as determined by BioPlanet 2019 through EnrichR. (**C**) Cell cycle analysis of single-cell RNA-sequencing (scRNAseq) data with cell cycle status distribution in different Leiden clusters. (**D**) CytoTrace scores for cells of each cluster. Data are shown as box plots with min to max distribution (cluster 1: 155 cells; cluster 2: 57 cells; cluster 3: 70 cells; cluster 4: 30 cells). (**E**) Gene expression of receptors reported to be involved in skeletal regulation in the four Leiden clusters. (**F**) Representative in situ RNAscope images showing detection of the *Wif1* (top) and *Cdh13* (bottom) RNA transcripts in periosteal cells. (**G**) Schematic summary of the presented work. Single-cell suspension of mechanically and enzymatically digested bone tissue with subsequent selection by plastic adherence has long been used as a gold standard to enrich for skeletal stem and progenitor cells. Going beyond single-gene label selection for skeletal stem cell (SSC) populations, this work prospectively isolated SSC subtypes using a combination of surface markers. Functional in vitro and in vivo studies combined with SmartSeq2 scRNAseq revealed the existence of two distinct bona fide SSC types, an osteochondral and a perivascular SSC, with differences with respect to their anatomical localization, developmental appearance, differentiation capacity, and function. Scale bars, 10 µm. Figure 5—figure supplement 1—source data 1.Cytotrace analysis of leiden clusters.

## Discussion

The current knowledge of stem cell-dependent processes for maintaining skeletal function and regeneration is based on imprecise approaches. Using a rigorous procedure to establish SSC identities and properties, our presented work here provides a new perspective into the complexity of bone tissue and how its integrity is facilitated at the stem cell level. The description of two SSC types with distinct differentiation potentials challenges the general assumption of bifurcation choices for osteogenesis versus adipogenesis of so-called ‘mesenchymal stem cells’ (MSCs) (Figure 5—figure supplement 1H).

The osteochondral SSC, closely associated with marrow-free spaces such as the growth plate or periosteum, was highly prevalent in early limb development, remained present in low numbers throughout adulthood, and could be activated to accumulate upon injury. We also showed that ocSSCs never gave rise to BMAT and may be the main source of osteochondrogenic tissue in long bones. Therefore, ocSSCs might be the SSC type exclusively targeted by the *Osx*-*Cre* reporter line that has been previously described to label cells that form bone and transient stromal cells in the fetal skeleton, while being restricted to osteolineages during adulthood (Mizoguchi et al., 2014). Follow-up studies will have to more closely examine the molecular as well as functional overlap and differences of ocSSCs inhabiting various long bone niches, such as the growth plate, periosteum, and articular surface (Duchamp de Lageneste et al., 2018; Newton et al., 2019; Murphy et al., 2020). Based on recent reports, ocSSCs are included as subpopulations of Pthrp-expressing growth plate and Ctsk-expressing periosteal stem and progenitor cell types (Debnath et al., 2018; Mizuhashi et al., 2018). Our in situ mapping of ocSSCs confirms the presence within the resting and proliferative growth plate zones where they might give rise to downstream lineages through hypertrophic chondrocyte intermediates. More sophisticated single-cell in vivo tracing will be needed to assess to what extent ocSSCs include or generate these hypertrophic chondrocytes that have been suggested to be a source of osteogenic and stromal marrow cell types (Yang et al., 2014a; Yang et al., 2014b; Tan et al., 2020).

pvSSCs, demonstrated to be essential for BMAT development, occurred at a later embryonic stage in sync with the homing of HSCs to bone marrow niches (Figure 2B–C; Rowe et al., 2016). A critical role for mesenchymal cell types to maintain HSC quiescence has long been established (Ding et al., 2012). When intratibially injected, pvSSCs also seemed to distribute more evenly throughout the marrow, potentially to HSC niches, whereas ocSSC-derived cells mainly aggregated in a more confined space (Figure 1—figure supplement 1G–I). In line with our scRNAseq expression data on pvSSCs, recent scRNAseq studies have found abundant adipo-primed cell populations in the bone marrow that were implied to be a major reservoir of pro-hematopoietic, pro-vascular, and anti-osteogenic factors (Zhong et al., 2020; Tikhonova et al., 2019). Finally, in contrast to ocSSCs, pvSSCs and their downstream APCs were increased in frequency in older mice (Figure 3G) and thus correlate with the observation of higher HSC abundance during aging (Pang et al., 2011). Future work will have to provide functional evidence for the interconnection of the pvSSC and HSC lineages as well as the potential roles of pvSSCs/APCs in age-related myeloid skewing of HSCs.

Previous work has established a non-hematopoietic, non-endothelial, Prrx-1 mesenchymal origin of pvSSCs (Ambrosi et al., 2017). It remains unclear, however, whether pvSSCs arise as a subpopulation of a bone-resident cell population or whether they immigrate through the circulation or from surrounding tissues. One possibility is that pvSSCs originated from osteo-plastic perivascular mural cell and pericyte populations that had ingressed into the bone marrow space during endochondral ossification in limb formation (Pearson et al., 1986; Crisan et al., 2008; James et al., 2010; Corselli et al., 2012). Although these perivascular lineages may not possess inherent skeletogenic activity prior to their invasion of bone tissues, their subsequent development in the bone marrow space in close association with cells that express skeletogenic morphogens such as Bone Morphogenetic Protein (BMP) and hedgehog may have primed them toward skeletal fates (Urist, 1970; Regard et al., 2013; Chan et al., 2015; Salazar et al., 2016). Although we cannot exclude the plasticity between ocSSCs and pvSSCs, our experiments conducted here do not suggest the interconversion between the two cell types. Yet, specific stimuli such as high levels of Bmp2 or Wnt might be able to convert pvSSCs into ocSSC-like cells (Chan et al., 2015; Matsushita et al., 2020). Available mouse strains, for example the LepR-Cre reporter line, are not able to answer these open questions as we observed that the expression of tracer genes did not functionally separate SSC types. One obvious reason is that loxP-site excision-directed fluorescence reporters permanently stay on, not necessarily reflecting the current expression of the gene driving Cre-recombinase. Marker expression is dependent on the developmental stage of a given cell and is not restricted to the stem cell state as it also labels derivative downstream cell populations. In contrast, targeting SSCs by prospectively isolating them with a combination of surface markers gives a more faithful snapshot of a given cell population, however, at the expense of not being able to fate map rare cells in situ or directly test key molecular functions. While our approach provides a significant advance toward highly homogeneous SSC populations, scRNAseq analysis also indicated a remaining degree of cellular heterogeneity that will have to be further functionally resolved in future studies (Figure 5A). Nonetheless, the new results on SSC subtypes that we now present offer a vantage point to identify more explicit markers for novel SSC reporter mouse models that will mitigate current shortcomings.

In conclusion, these findings comprehensively describe the existence of two distinct SSC populations in postnatal long bones of mice that might regulate each other through cellular crosstalk. Excitingly, these findings may be readily translatable to the human setting through existing reports of SSC populations that have comparable characteristics (Sacchetti et al., 2007; Chan et al., 2018).

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain	Mouse: B6 (C57BL/Ka-Thy1.1-CD45.1)	The Jackson Laboratory	JAX: 000406	RRID:IMSR_JAX:000406
Strain	Mouse: NSG (NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ)	The Jackson Laboratory	JAX: 005557	RRID:IMSR_JAX:005557
Strain	Mouse: GFP (C57BL/6-Tg(CAG-EGFP)1Osb/J)	The Jackson Laboratory	JAX: 003291	RRID:IMSR_JAX:003291
Strain	Mouse: Actin-CreERt Rosa26-Rainbow (homozygous)	In-house	N/A	
Antibody	Anti-Mouse Ly-6A/E (Sca-1) APC (clone: D7)	ThermoFisher	Cat#: 17–5981	FACS 1:200 (RRID:AB_469487)
Antibody	Anti-Mouse Ly-6A/E (Sca-1) Alexa Fluor 700 (clone: D7)	ThermoFisher	Cat#: 56–5981	FACS 1:200 (RRID:AB_657837)
Antibody	Anti-Mouse Ly-6A/E (Sca-1) PE/Cy7 (clone: D7)	ThermoFisher	Cat#: 25–5981	FACS 1:200 (RRID:AB_469669)
Antibody	Anti-Mouse CD45 FITC (clone: 30-F11)	ThermoFisher	Cat#: 11–0451	FACS 1:200 (RRID:AB_465050)
Antibody	Anti-Mouse CD45 APC (clone: 30-F11)	ThermoFisher	Cat#: 17–0451	FACS 1:200 (RRID:AB_469393)
Antibody	Anti-Mouse CD45 PE/Cy5 (clone: 30-F11)	ThermoFisher	Cat#: 15–0451	FACS 1:200 (RRID:AB_468751)
Antibody	Anti-Mouse CD31 (PECAM-1) FITC (clone: 390)	ThermoFisher	Cat#: 11–0311	FACS 1:200 (RRID:AB_465011)
Antibody	Anti-Mouse CD31 (PECAM-1) APC (clone: 390)	ThermoFisher	Cat#: 17–0311	FACS 1:200 (RRID:AB_657735)
Antibody	Anti-Mouse TER-119 PE/Cy5 (clone: TER-119)	ThermoFisher	Cat#: 15–5921	FACS 1:200 (RRID:AB_468811)
Antibody	Anti-Mouse CD140a (PDGFRA) APC (clone: APA5)	ThermoFisher	Cat#: 17–1401	FACS 1:100 (RRID:AB_529482)
Antibody	Anti-Mouse CD24 APC-eFluor 780 (clone: M1/69)	ThermoFisher	Cat#: 47–0242	FACS 1:200 (RRID:AB_10853172)
Antibody	Anti-Mouse CD51 PE (clone: RMV7)	ThermoFisher	Cat#: 12–0512	FACS 1:100 (RRID:AB_465703)
Antibody	Anti-Mouse CD90.1 APC-eFluor 780 (clone: HIS51)	ThermoFisher	Cat#: 47–0900	FACS 1:100 (RRID:AB_1272256)
Antibody	Anti-Mouse CD90.2 APC-eFluor 780 (clone: 53–2.1)	ThermoFisher	Cat#: 47–0902	FACS 1:100 (RRID:AB_1272187)
Antibody	Anti-Mouse BP1 APC (clone: 6C3)	ThermoFisher	Cat#: 17–5891	FACS 1:100 (RRID:AB_2762697)
Antibody	Anti-Mouse CD105 (Endoglin) Biotin (clone: MJ7/18)	ThermoFisher	Cat#: 13–1051	FACS 1:100 (RRID:AB_466555)
Antibody	Anti-Mouse Tie2 (clone: Tek4)	ThermoFisher	Cat#: 14–5987	FACS 1:20 (RRID:AB_467792)
Antibody	Anti-Mouse Leptin R Biotinylated Antibody (goat polyclonal)	R and D Systems	Cat#: BAF497	FACS 1:50 (RRID:AB_2296953)
Antibody	Goat anti-GFP (polyclonal)	NovusBiologicals	Cat#: NB100-1770	IF 1:200 (RRID:AB_10128178)
Antibody	Rabbit anti-Perilipin (polyclonal)	ThermoFisher	Cat#: PA5-72921	IF 1:200 (RRID:AB_2718775)
Antibody	Rabbit anti-Osteocalcin (polyclonal)	Abcam	Cat#: ab93876	IF 1:200 (RRID:AB_10675660)
Antibody	Rabbit anti-Collagen II (polyclonal)	Abcam	Cat#: ab34712	IF 1:200 (RRID:AB_731688)
Antibody	Rat anti-Endomucin (Clone: V.7C7)	ThermoFisher	Car#: 14-5851-82	IF 1:400 (RRID:AB_891527)
Antibody	Alexa Fluor 488 donkey anti-goat (polyclonal)	ThermoFisher	Cat#: A32814	IF 1:500 (RRID:AB_2762838)
Antibody	Alexa Fluor 594 donkey anti-rabbit (polyclonal)	ThermoFisher	Cat#: A21207	IF 1:500 (RRID:AB_141637)
Antibody	Alexa Fluor 700 goat anti-rabbit (polyclonal)	ThermoFisher	Cat#: A21038	IF 1:500 (RRID:AB_2535709)
Antibody	Alexa Flour 488 goat anti-rat (polyclonal)	Abcam	Cat#: ab150157	IF 1:500 (RRID:AB_2722511)
Sequence-based reagent	Oligo-dT30VN	IDT	N/A	(5’-AAGCAGTGGTATCAACGCA GAGTACT30VN-3’)
Sequence-based reagent	Template-switching oligonucleotide (TSO)	Exiqon	N/A	(5’-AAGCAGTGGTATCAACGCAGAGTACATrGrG+G-3’)
Sequence-based reagent	ISPCR primers	IDT	N/A	(5’-AAGCAGTGGTATCAACGCAGAGT-3’)
Sequence-based reagent	dNTP Set (100 mM)	ThermoFisher	Cat#: 10297-018A	
Sequence-based reagent	ERCC (External RNA Controls Consortium) ExFold RNA Spike-In Mixes	ThermoFisher	Cat#: 4456740	
Peptide, recombinant protein	SMARTScribe reverse transcriptase	Clontech	Cat#: 639538	
Peptide, recombinant protein	Streptavidin PE-Cyanine7 Conjugate	ThermoFisher	Cat#: 25-4317-82	
Peptide, recombinant protein	Epidermal growth factor	PeproTech	Cat#: 315–09	
Peptide, recombinant protein	Platelet-derived growth factor BB	PeproTech	Cat#: 315–18	
Peptide, recombinant protein	Basic fibroblast growth factor	Sigma-Aldrich	Cat#: F0291	
Peptide, recombinant protein	Transforming growth factor β1	PeproTech	Cat#: 100–21	
Commercial assay or kit	KAPA HiFi HotStart ReadyMix	Kapa Biosystems	Cat#: KK2602	
Commercial assay or kit	HS NGS Fragment Kit (1–6000 bp), 1000	Agilent	Cat#: DNF-474–1000	
Commercial assay or kit	Nextera XT DNA Library Preparation kit	Illumina	Cat#: FC-131–1096	
Commercial assay or kit	RNeasy Micro Kit	Qiagen	Cat#: 74004	
Commercial assay or kit	RNAScope Multiplex Fluorescent V2 Assay	Acdbio	Cat#: 323100	
Chemical compound	EDTA	ThermoFisher	Cat#: 15573–038	
Chemical compound	Fluoromount-G	ThermoFisher	Cat#: 00-4958-02	
Chemical compound	Paraformaldehyde (PFA)	Electron Microscopy Sciences	Cat#: 15710	
Chemical compound	Matrigel	Corning	Cat#: CB40234A	
Chemical compound	Bovine serumalbumine (BSA)	Sigma-Aldrich	Cat#: A9647	
Chemical compound	Triton X-100 (10%)	ThermoFisher	Cat#: 85111	
Chemical compound	Recombinant RNase inhibitor	Clontech	Cat#: 2313B	
Chemical compound	Saffron	Sigma-Aldrich	Cat#: S8381-5G	
Chemical compound	Acid Fuchsin	Sigma-Aldrich	Cat#: F8129-25G	
Chemical compound	Acid Red 73	Sigma-Aldrich	Cat#: 49823–25 MG	
Chemical compound	Phosphotungstic Acid	Sigma-Aldrich	Cat#: P4006	
Chemical compound	Hematoxylin	Sigma-Aldrich	Cat#: MHS32-1L	
Chemical compound	Shandon Eosin Y	ThermoFisher	Cat#: 6766009	
Chemical compound	Type II collagenase	Sigma-Aldrich	Cat#: C6885	
Chemical compound	100 U/ml DNase I	Worthington	Cat#: NC9199796	
Chemical compound	Fetal bovine serum (FBS)	ThermoFisher	Cat#: 16000–069	
Chemical compound	Optimal Cutting Temperature compound (OCT)	ThermoFisher	Cat#: 23-730-571	
Chemical compound	Penicillin-Streptomycin Solution	ThermoFisher	Cat#: 15140–122	
Chemical compound	Media 199 (M199)	Sigma-Aldrich	Cat#: C6885	
Chemical compound	Agencourt AMPure XP beads	Beckman Coulter	Cat#: A63882	
Chemical compound	UltraPure DNase/RNase-Free Distilled Water	ThermoFisher	Cat#: 10977023	
Chemical compound	TRIzol LS	ThermoFisher	Cat#: 10296028	
Chemical compound	Oil Red O	Sigma-Aldrich	Cat#: O0625	
Chemical compound	Alizarin Red S	Carl Roth	Cat#: A5533-25G	
Chemical compound	Alcian Blue 8GX	Sigma-Aldrich	Cat#: A3157	
Chemical compound	Crystal Violet	Sigma-Aldrich	Cat#: C0775	
Chemical compound	MCDB201 Media	Sigma-Aldrich	Cat#: M6770	
Chemical compound	Dexamethasone	Sigma-Aldrich	Cat#: D-4902	
Chemical compound	L-Ascorbic acid 2-phosphate	Sigma-Aldrich	Cat#: A8960	
Chemical compound	Insulin-transferrin-selenium (ITS) mix	Sigma-Aldrich	Cat#: I3146	
Chemical compound	Linoleic acid-Albumin	Sigma-Aldrich	Cat#: L9530	
Chemical compound	Indomethacin	Sigma-Aldrich	Cat#: I7378	
Peptide, recombinant protein	Recombinant Human Insulin	Roche	Cat#: 11376497001	
Chemical compound	Isobutylmethylxanthine	Sigma-Aldrich	Cat#: I5879	
Chemical compound	3,3′,5-triiodo-L-thyronine (T3)	Sigma-Aldrich	Cat#: T6397	
Chemical compound	β-glycerophosphate	Sigma-Aldrich	Cat#: G9891	
Chemical compound	L-thyroxine	Sigma-Aldrich	Cat#: T0397	
Chemical compound	Betaine	Sigma-Aldrich	Cat#: B0300	
Chemical compound	DTT (DL-dithiothreitol) 100 mM	Promega	Cat#: P1171	
Software	ImageJ	NIH	http://wsr.imagej.net/distros/osx/ij152-osx-java8.zip	RRID:SCR_003070
Software	FlowJo	FLOWJ LLC	https://www.flowjo.com/	RRID:SCR_008520
Software	BD FACSAria II	BD Biosciences	http://www.bdbiosciences.com/cn/home	
Software	Gene Expression Commons (GEXC) database	Seita et al., 2012	https://gexc.riken.jp	
Software	bcl2fastq2 2.18	Illumina	https://support.illumina.com/sequencing/sequencing_software/bcl2fastq-conversion-software.html	RRID:SCR_015058
Software	Skewer	Jiang et al., 2014	https://sourceforge.net/projects/skewer	RRID:SCR_001151
Software	STAR 2.4	Dobin et al., 2013	https://github.com/alexdobin/STAR	
Software	RSEM 1.2.21	Li and Dewey, 2011	https://deweylab.github.io/RSEM/	RRID:SCR_013027
Software	Scanpy 1.8.	Wolf et al., 2018	https://github.com/theislab/scanpy	RRID:SCR_018139
Software	GraphPad Prism 9.02	GraphPad Software	http://www.graphpad.com/scientificsoftware/prism	RRID:SCR_002798
Other	RNAscope Probe-Mm-Cdh13-C3	Acdbio	Cat#: 443251	RNAscope 1:1500
Other	RNAscope Probe-Mm-Wif1-C3	Acdbio	Cat#: 412361-C3	RNAscope 1:1500
Other	4′ , 6-diamidino-2-phenylindole (DAPI)	Biolegend	Cat#: 422801	1 ug/ml
Other	Propidium iodide (PI)	Biolegend	Cat#: 421301	1 ug/ml

### Lead contact and material availability

Further information and reasonable requests for resources and reagents may be directed to and will be fulfilled by the lead contact Charles KF Chan ().

### Animals

Mice were maintained in the Stanford University Laboratory Animal Facility in accordance with Stanford Animal Care and Use Committee and National Institutes of Health guidelines. Mice were housed in sterile micro-insulators and given water and rodent chow ad libitum. B6 mice (C57BL/Ka-Thy1.1-CD45.1; JAX:000406), purchased from the Jackson Laboratories, were used for cell isolation and gene expression/sequencing experiments. Immunodeficient NSG (NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ; JAX:005557) mice were used as transplantation recipients for either intratibial or renal capsule transplantation of prospective stem cell populations. GFP mice (C57BL/6-Tg(CAG-EGFP)1Osb/J; JAX:003291) and Rainbow mice (Actin-CreERt Rosa^26^-Rainbow) were used for transplantation of bones and FACS-purified cell populations into NSG hosts. Male mice were used at ages stated in experiments in the 'Results' section.

### Flow cytometry and cell sorting

Flow cytometry and cell sorting were performed on a FACS Aria II cell sorter (BD Biosciences) and analyzed using FlowJo software. Long bones or renal grafts were dissected and freed from the surrounding soft tissue, which was then followed by dissociation with mechanical and enzymatic steps. Specifically, the tissue was placed in collagenase digestion buffer supplemented with DNase and incubated at 37°C for 60 min under constant agitation. After collagenase digestion and neutralization, undigested materials were gently triturated by repeated pipetting. Total dissociated cells were filtered through a 70-m nylon mesh and pelleted at 200 *×g* at 4°C for 5 min. Cells were resuspended in ACK (ammonium-chloride-potassium) lysing buffer to eliminate red blood cells and centrifuged again at 200 **×*g* at 4°C for 5 min. The pellet was re-suspended in 100 µl staining media (2% FBS/phosphate-buffered saline [PBS]) and stained with antibodies for at least 30 min at 4°C. The applied FACS antibodies can be found in the 'Key Resources' table. Living cells were gated for a lack of PI (propidium iodide; 1:1000 diluted stock solution: 1 μg/ml in water) fluorescence. Compensation, fluorescence-minus-one control-based gating, and FACS isolation were conducted prior to analysis or sorting using the antibody combinations as indicated in the respective figures and legends.

### Cell culture

Freshly sorted primary murine cells were used throughout this study and isolated by FACS and cultured as described before (Chan et al., 2015; Ambrosi et al., 2017). Cells were cultured in minimum essential medium alpha (MEM-α) with 10% FBS and 1% penicillin-streptomycin (ThermoFisher; Cat#: 15140–122) and maintained in an incubator at 37°C with 5% CO_2_. For adipogenic differentiation, cells were expanded in a complex medium for 72 hr, induced for 48 hr, followed by a differentiation period of 5 days. For the expansion phase, a complex medium of 60% Dulbecco's modified Eagle medium (DMEM)-low glucose (Invitrogen) and 40% MCDB201 (Sigma) was supplemented with 100 U/ml penicillin and 1000 U/ml streptomycin (Invitrogen), 2% FBS, 1× insulin-transferrin-selenium (ITS) mix, 1× linoleic acid conjugated to BSA, 1 nM dexamethasone, and 0.1 mM L-ascorbic acid 2-phosphate (all from Sigma) and added. Before use, growth factors were added to the medium: 10 ng/ml epidermal growth factor (PeproTech), 10 ng/ml platelet-derived growth factor BB (PeproTech), and 5 ng/ml basic fibroblast growth factor (bFGF; Sigma-Aldrich). For adipogenic differentiation, an induction medium (growth medium without growth factors) containing 5 μg/ml human insulin (Roche), 50 μM indomethacin, 1 μM dexamethasone, 0.5 μM isobutylmethylxanthine, and 1 nM 3,3′,5-triiodo-L-thyronine (T3) (all from Sigma-Aldrich) was added for 48 hr, followed by further differentiation in the growth medium without growth factors and the addition of T3 and insulin only. Oil red O staining was performed by fixing cells with 4% PFA for 15 min at room temperature. For the preparation of oil red O working solution, a 0.5% stock solution in isopropanol was diluted with distilled water at a ratio of 3:2. The working solution was filtered and applied to fixed cells for at least 1 hour at room temperature. Cells were washed four times with tap water before evaluation. To induce osteogenic differentiation, pre-confluent cells were supplemented with osteogenic medium (alphaMEM-low glucose (Invitrogen)) with 2% FBS, 100 nM dexamethasone, 0.2 mM L-ascorbic acid 2-phosphate, and 10 mM β-glycerophosphate for 14 days. Cells were then formalin-fixed and stained with 2% Alizarin red S (Roth) in distilled water. Wells were washed twice with PBS and once with distilled water. A micromass culture was used for the chondrogenesis assay. To this end, a 5 µl droplet of cell suspension (approximately 1.5 x 10^7^ cells/ml) was pipetted into the center of a well (48-well plate). After cultivating the micromass culture for 2 hr in the incubator, warm chondrogenic media (DMEMhigh [Invitrogen]) with 10% FBS, 100 nM dexamethasone, 1 µM L-ascorbic acid-2-phosphate, and 10 ng/ml transforming growth factor β1 were added. Cell medium was changed every other day. After 21 days, cells were fixed and stained with 1% Alcian blue staining (Sigma) for 30 min at room temperature. Cells were rinsed three times with 0.1 M HCl. To neutralize acidity, a washing step with dH_2_O was conducted before microscopic analysis. CFU-F assays were conducted by freshly sorting a defined number of cells of desired cell populations into separate culture dishes containing expansion media. The medium was changed twice a week. At day 10, cells were fixed and stained with crystal violet (Sigma).

### Single-cell clonal assay

For single-cell clonal analysis, ocSSCs or pvSSCs were freshly derived from long bones of 8-week-old B6 mice by FACS purification as explained above. Cell populations were directly sorted into 10 cm dishes at clonal density. After 10 days, clones giving rise to colonies were harvested with a cloning cylinder and re-seeded in a 96-well plate and expanded to 80–90% confluency. Each clone was then plated for tri-differentiation assays. At the end of differentiation, oil red O staining was conducted for adipogenesis, Alizarin red S staining for osteogenesis, and Alcian blue staining for chondrogenesis.

### Histology

Dissected, soft-tissue free specimens were fixed in 2% PFA at 4°C overnight. Samples were decalcified in 400 mM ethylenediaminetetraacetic acid (EDTA) in PBS (pH 7.2) at 4°C for 2 weeks with a change of EDTA twice every week. The specimens were then dehydrated in 30% sucrose at 4°C overnight. Specimens were embedded in optimal cutting temperature (OCT) compound and sectioned at 5 mm. Representative sections were stained with freshly prepared hematoxylin and eosin or Movat pentachrome.

### Immunohistochemistry

Immunofluorescence on cryopreserved, sectioned long bone and ectopic bone specimens were incubated with 3% BSA in Tris-buffered saline (TBS) for 1 hr. Then, samples were probed with primary antibody, diluted in 1% BSA/PBS, and incubated in a humidified chamber at 4°C overnight. Specimens were washed with PBS three times. Secondary antibody was applied for 15 min at room temperature in the dark. Specimens were also incubated with 1 ug/ml of DAPI for 10 min and then washed twice. The specimens were then mounted with a coverslip using Fluoromount-G and imaged with a Leica DMI6000B inverted microscope system.

### Intratibial cell injection

Sorted cell populations from GFP mice (C57BL/6-Tg(CAG-EGFP)1Osb/J) were pelleted at 5 x 10^3^ cells and resuspended in 2 µl matrigel suspension and injected into the bone marrow cavity through the proximal articular surface of the tibia of sublethally (5 Gy) irradiated NSG mice. 4 weeks after transplantation, bones were excised, fixed, and analyzed histologically or by FACS.

### Renal capsule transplantation

SSCs were purified using FACS as described above and resuspended in 2 µl of matrigel. Cell suspension was then transplanted underneath the renal capsule of 8- to 12-week-old immunodeficient NSG mice. Injected cells developed into a graft after 4 weeks. The grafts were surgically removed for analysis via FACS and histology. For transplants of whole bones, developmentally staged embryos or pups were harvested and femurs/tibias were micro-dissected for transplantation. Bones were incubated for 4 weeks prior to surgical excision and analysis of graft.

### In vivo clonal assay

NSG mice with renal transplants of SSC populations derived from Rainbow mice were given intraperitoneal injections of 200 mg/kg of tamoxifen (Sigma-Aldrich) dissolved in corn oil 3 and 4 days after transplantation. 2-week grafts were dissected out and histologically analyzed.

### Fracture model

For the stabilized bicortical fracture model, a needle was inserted into the medullary cavity of the femur for stabilization. The fracture was induced 5 mm distal from the knee. At the indicated timepoint after fracture induction, femur bones were harvested for FACS analyses.

### Sublethal irradiation

To investigate the effects of irradiation on skeletal cell populations, mice were sublethally irradiated with one dose of 5 Gy. Mice were sacrificed 2 weeks later, and bones were dissected and processed for FACS analysis.

### Transcriptional expression profiling by microarray

Microarray analysis was performed on highly purified, double-sorted skeletal cell populations. Each cell population represents a population of cells derived from three to four separate mice pooled together. Total RNA isolation was conducted using standard column-based RNA isolation with RNeasy Micro Kit (Qiagen). RNA was twice amplified with a RiboAmp RNA amplification kit (Arcturus Engineering, Mountain View, CA, USA). Amplified complementary RNA (cRNA) was streptavidin-labeled, fragmented, and hybridized to Affymetrix 430–2.0 arrays as recommended by the manufacturer (Affymetrix, Santa Clara, CA, USA). Raw microarray data were submitted to Gene Expression Commons (GEXC) (https://gexc.riken.jp) (Seita et al., 2012), where data normalization was computed against the Common Reference, which is a large collection (>11,939) of mouse array experiments deposited to the National Institutes of Health Gene Expression Omnibus (NIH GEO) database. GEXC assigns a threshold value to each probeset using the StepMiner algorithm (Sahoo et al., 2007) and calculates a percentile value between −100% and +100% for each available gene, allowing the comparison of mouse gene expression on a normalized, continuous scale. Meta-analysis of the Common Reference also provides the dynamic range of each probe set on the array, and, in situations where there are multiple probe sets for the same gene, the probe set with the widest dynamic range was used for analysis. The Affymetrix Mouse Genome 430 2.0 Array includes 45,101 probe sets, of which 17,872 annotated genes are measurable. Microarray data are publicly accessible under https://gexc.riken.jp/models/2350.

### Smart-Seq2 single-cell RNA sequencing

Single cells were isolated via FACS as described above from freshly processed long bones pooled from four 8- to 10-week-old B6 mice. Single cells were captured in separate wells of a 96-well plate containing 4 µl lysis buffer (1 U/μl RNase inhibitor [Clontech, Cat#: 2313B]), 0.1% Triton (Thermo Fisher Scientific, Cat#: 85111), 2.5 mM dNTP (Invitrogen, Cat#: 10297–018), 2.5 μM oligo dT30VN (IDT, custom: 5′–AAGCAGTGGTATCAACGCAGAGTACT30VN-3′), and 1:600,000 External RNA Controls Consortium ExFold RNA Spike-In Mix 2 (ERCC; Invitrogen, Cat#: 4456739) in nuclease-free water (Thermo Fisher Scientific, Cat#: 10977023) according to the SmartSeq2 protocol by Picelli et al., 2014. Two 96-well plates per SSC population with a single cell per well were sorted and processed. Cells were spun down and plates kept at −80°C until complementary DNA (cDNA) synthesis, which was conducted using oligo-dT-primed reverse transcription with SMARTScribe reverse transcriptase (Clontech, Cat#: 639538) and a locked nucleic acid containing template-switching oligonucleotide (TSO; Exiqon, custom: 5′-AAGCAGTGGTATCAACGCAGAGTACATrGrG+G-3′). PCR amplification was conducted using KAPA HiFi HotStart ReadyMix (Kapa Biosystems, Cat#: KK2602) with In Situ Polymerase Chain Reaction (ISPCR) primers (IDT, custom: 5′-AAGCAGTGGTATCAACGCAGAGT-3′). Amplified cDNA was then purified with Agencourt AMPure XP beads (Beckman Coulter, Cat#: A63882). After quantification, cDNA from each well was normalized to the desired concentration range (0.05–0.16 ng/μl) by dilution and consolidated into a 384-well plate. Subsequently, this new plate was used for library preparation (Nextera XT kit; Illumina, Cat#: FC-131–1096) using a semi-automated pipeline. The barcoded libraries of each well were pooled, cleaned-up, and size-selected using two rounds (0.35x and 0.75x) of Agencourt AMPure XP beads (Beckman Coulter), as recommended by the Nextera XT protocol (Illumina). A high-sensitivity fragment analyzer run was used to assess fragment distribution and concentrations. Pooled libraries were sequenced on NovaSeq6000 (Illumina) to obtain 2x101 bp paired-end reads.

### Single-cell RNA-sequencing data processing

Sequenced data were demultiplexed using bcl2fastq2 2.18 (Illumina). Raw reads were further processed using skewer for 3′ quality trimming, 3′ adaptor trimming, and removal of degenerate reads (Jiang et al., 2014). Trimmed reads were then mapped to the mouse genome vM20 using STAR 2.4 (Dobin et al., 2013), and counts for gene and transcript reads were calculated using RSEM 1.2.21 (with an average of >75% of uniquely mapped reads) (Li and Dewey, 2011). Data were explored and plots were generated using Scanpy 1.8 (Wolf et al., 2018). To select for high-quality cells only, we excluded cells with fewer than 250 genes and 2500 counts, and genes detected in less than three cells were excluded. Cells with the mitochondrial gene content higher than 10% of all expressed genes were excluded from downstream analysis as were cells with the ribosomal gene content above 5%. Additionally, if the ERCC fraction of a cell was higher than 30%, this cell was also excluded. A total of 143 ocSSCs and 169 pvSSCs passed these stringent filter criteria and were used for analysis. Raw counts per million (CPM) values were mean- and log-normalized, and then data were scaled. Principal component (PC) ‘elbow’ heuristics were used to determine the number of PCs for clustering analysis with UMAP (v. 0.4.6.) and leidenalg (v. 0.8.2.). Differential gene expression between ocSSCs and pvSSCs as well as Leiden clusters was calculated by Wilcoxon-Rank-Sum test. Cell cycle status was assessed using the ‘score_genes_cell_cycle’ function with the updated gene list provided by Nestorowa et al., 2016. EnrichR (Chen et al., 2013) was used to explore enrichment for pathways (via BioPlanet 2019) and ontologies (via GO Biological Processes 2018) of differentially expressed genes in ocSSCs and pvSSCs. All raw data and a gene table are publicly available at GEO under sample accession number GSE161477.

### RNA in situ hybridization

Fresh mouse long bone specimens (10–12 weeks) were fixed overnight before decalcification using 400 mM EDTA (Invitrogen, Cat#: 15573–038) in PBS (pH 7.2) at 4°C for 3 weeks. Specimens were then paraffin-embedded and sectioned at 10 microns. Sections were processed for RNA in situ hybridization using RNAscope Multiplex Fluorescent Reagent Kit v2 according to manufacturer’s protocol (Advanced Cell Diagnostics, Cat#: 323100). *Cdh13* (ACD, Cat#: 443251-C3) and *Wif1* (ACD, Cat#: 412361-C3) RNA probes were used. Additional immunofluorescence was added by staining with rat anti-mouse endomucin antibody (ThermoFisher, Cat#: 14-5851-82) with secondary goat anti-rat AF488 (Abcam, Cat#: ab150157) as well as counterstaining with DAPI.

### Quantification and statistical analyses

Statistical testing was performed on results with no animals or raw data points excluded. Sample sizes were not pre-determined. Data were tested for equal variances as well as normality by Shapiro-Wilk test and corrected for, if necessary, as indicated in the figure legends. Statistical analyses were performed using unpaired, two-tailed Student’s t-test for comparison of experimental groups (GraphPad Prism; version 9). Statistical significance was defined as p<0.05. All data points refer to biological replicates and are presented as mean + standard error of the mean (SEM) unless otherwise stated in figure legends.

## Data Availability

All single cell RNA-sequencing data generated in this study was deposited at GEO under sample accession number GSE161477. Microarray data is accessible under https://gexc.riken.jp/models/2350. The following datasets were generated: AmbrosiTHChanCKFSinhaR2021Skeletal Stem Cell Diversity in Mouse Long BonesNCBI Gene Expression OmnibusGSE161477 AmbrosiTHChanCK2021Mouse long bone ocSSC and pvSSC lineage modelGene Expression Commonsgexc.riken.jp/models/2350

How the deposited data were processed for this re-analysis (not part of the article)

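Single ocSSCs and pvSSCs were sorted from the pooled long bones of 4 male mice into 4 plates and profiled by SmartSeq2. The authors demultiplexed the reads with bcl2fastq2, trimmed them with skewer, mapped them to GRCm38 with STAR and counted them with RSEM. The deposited values are RSEM's expected counts per gene and per ERCC sequence, without normalization, in 1 table of 383 wells, 191 of ocSSCs and 192 of pvSSCs. The other steps the paper describes, from the quality filter onward, are not part of these values, and the filter was applied here. The bulk microarray data, flow cytometry and imaging were not analysed here.

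The columns name the well of 287 cells, and the 96 columns without a well belong to the pvSSC plate of the even-numbered plate columns, by elimination. Wells in odd and even plate columns each hold 1 plate of ocSSCs and 1 of pvSSCs and were also taken separately. The filter used the thresholds of the paper, with mitochondrial and ribosomal content as a percent of gene counts and the ERCC fraction as a percent of all counts. It kept 312 cells, and without its ERCC criterion 168 ocSSCs and 185 pvSSCs passed. Median mitochondrial content was 0.882% in ocSSCs and 0.582% in pvSSCs, median ribosomal content 1.21 and 1.17%, and the median ERCC fraction 8.04 and 7.08%. The paper's reported medians are 0.888 and 0.582% for mitochondrial content, 1.48 and 1.33% for ribosomal content, and 1744 and 1776 for the number of genes. Summed over the cells that passed, there were 104889402 gene counts in ocSSCs and 109311227 in pvSSCs. The limit that a count of 0 allows was set at 3 counts, or 0.0286 CPM in ocSSCs and 0.0274 CPM in pvSSCs. This limit is lower than the upper end of the exact Poisson interval of a count of 0.

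The choice of results, lists, rules for naming genes and alternatives was written down before the data were examined, apart from the alternatives and tests named as later in the closing section. Expected counts were rounded to whole numbers for intervals and for thinning. Gene levels, log2 ratios and shares of cells were computed as given at the results, and no pseudocount was added. The text names the genes of the results text, genes printed in the figures where they bear on a sentence, and the 5 genes per direction with the largest log2 ratio among those with at least 50 CPM and detection in at least 50% of cells in the higher population. Where both populations were compared over a list, the interval of the median came from the order of the genes' ratios, and the range of the ratios took its place in lists of 3 or 4 genes. Each gene of a random list was drawn from the 200 genes nearest in mean expression.

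For clustering, counts were scaled to CPM, transformed to log(CPM + 1), scaled per gene with values limited to 10, and reduced to principal components without ERCC. The paper names an elbow rule for the number of components but its text gives neither that number nor the Leiden resolution, so 15 components, 15 neighbors and the default resolution of 1.0 were used. For the comparison with the study's clusters, the resolution was raised in steps of 0.05 until all cells fell into 4 clusters. Each cluster was then set beside the study's cluster by the genes of Figure 5C. The rule written for this can be read as the set that is highest within a cluster or as the cluster in which a set is highest, and the second reading was used. The cell cycle score used 43 S and 54 G2M genes, of which 41 and 49 were found among the genes kept, and 100 pairs of random lists matched on expression. No doublets were called and no batch correction was applied, since each plate holds 1 population.

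No test between populations or clusters was run, since the cells of a population come from 1 pooled sample and cells are not replicates. The paper's own differential expression was computed with a rank-sum test over cells, and its pathway and ontology analyses were run with EnrichR. These were not repeated here.

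The alternatives were all deposited cells, stricter cells, wells in odd or even plate columns, the mean of the cells' own CPM, TMM factors of edgeR, size factors of DESeq2, scaling to ERCC counts, a pseudocount of 1, other count minimums, other limits for detection, cells thinned to 50000 gene counts, the 2000 most variable genes, 8 or 30 components, 30 neighbors, other resolutions and seeds, clustering without the listed genes, and each filter criterion left out in turn.

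The computations were tested on simulated data. In sums drawn with 200 changed genes among 23295, all 200 had the right direction, and the largest error was 0.17 on the log2 scale. Of the true ratios, 95.5% lay within their intervals, as did 95.25% of those of 2000 unchanged genes. The sums were drawn with counting error only, so these shares do not show how the intervals fare with spread between cells. Of 100 lists of 30 unchanged genes, 7 fell outside the central 95% of their random lists, and a raised list lay at percentile 100. In 312 simulated cells without any difference, 28.7% of cells with the ocSSC label and 70.4% of those with the pvSSC label had neighbors mostly of their own label. With 300 genes raised 8-fold these shares were 98.6 and 100%, and with 50 genes 37.8 and 82.2%. In 4 simulated groups with 300 raised genes each, the clusters matched the groups with an adjusted Rand index of 0.891, and with 50 raised genes no resolution tried gave 4 clusters.

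The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, umap-learn 0.5.12 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.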

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

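The tests on 50 genes per direction chosen on 1 pair of plates, and on the 10 genes with the largest ratios on each pair of plates, were chosen only after the result was seen.

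The paper does not discuss 6 of the 10 genes with the largest log2 ratios between the populations, and their counts lie above the limit that a count of 0 allows. *Ncmap* (chromosome 4 from 135369576 to 135398227) had 476 CPM in ocSSCs and 2.41 CPM in pvSSCs, a log2 ratio of −7.63 (interval −7.81 to −7.45). It was detected in 73 ocSSCs and 14 pvSSCs, and a single pvSSC held 90.9% of the pvSSC counts. The other 5 genes were higher in pvSSCs. *C3* (chromosome 17 from 57203970 to 57228136) had 12 counts in 6 ocSSCs, or 0.11 CPM, and 1386 CPM in pvSSCs, a log2 ratio of 13.56 (interval 12.76 to 14.52). For *Mfap5* (chromosome 6 from 122505845 to 122529290), 26 counts in 14 ocSSCs gave 0.25 CPM, against 1012 CPM in pvSSCs, and the log2 ratio was 12.00 (interval 11.44 to 12.61). *Aspn* (chromosome 13 from 49544443 to 49567565) had 9 counts in 4 ocSSCs and 315.8 CPM in pvSSCs, with a log2 ratio of 11.85 (interval 10.92 to 12.97). The levels of *Cd34* (chromosome 1 from 194938819 to 194961279) were 2.49 CPM in 10 ocSSCs and 1777 CPM in pvSSCs, a log2 ratio of 9.48 (interval 9.30 to 9.66). *Ltbp4* (chromosome 7 from 27305136 to 27337692) was at 0.80 CPM in 5 ocSSCs, of which 1 cell held 94.05%, and at 325.1 CPM in pvSSCs, a log2 ratio of 8.67 (interval 8.36 to 8.99).

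High counts in 1 or a few cells were tested as a source of these ratios. For the 10 genes with the largest ratios, the cell with the most counts held at most 9.60% of a gene's counts in the higher population, the value of *Ncmap*, which argues against this source. Summed depth was similar, with 104889402 gene counts in ocSSCs and 109311227 in pvSSCs, and cannot make ratios of this size. Few counts in ocSSCs limit the precision, as the interval of *Aspn* given above shows. A pseudocount of 1 CPM lowered the ratio of *Aspn* from 11.85 to 7.75. It must do so for an ocSSC level far below 1 CPM, so this drop does not measure precision. All 6 genes had the same direction under each alternative tried.

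Differences between plates were tested over the 612 genes with at least 50 CPM and detection in at least 50% of the cells of the higher population. Their median absolute log2 ratio between the populations was 1.01 in odd plate columns and 0.85 in even columns. Between the plates of 1 population it was 0.49 for pvSSCs and 0.36 for ocSSCs. The 0.85 is less than 2 times 0.49, so plate differences may account for much of the difference of a typical gene. For the genes with the largest ratios, 50 genes per direction were chosen on the plates of odd or even columns and measured on the other plates. Their median absolute log2 ratios between the populations were 2.87, 4.40, 4.21 and 3.97, against 0.47, 0.47, 0.41 and 0.35 between the plates of the higher population. Of each 50, at least 49 had the same direction on the other plates. This argues against plate differences of the size seen between the plates of the higher population as the source of the largest ratios. The spread between the plates of the lower population was not set beside these ratios. It can be larger, as the ratios of *Ncmap* and *Ltbp4* below show. The 10 genes themselves had medians of 10.68 and 8.97 between the populations and 0.44 within, but they were chosen for their ratios, so these medians exclude nothing. The ratio of *Ncmap* was −6.60 in odd and −12.39 in even columns, and that of *Ltbp4* 12.26 and 7.91. Between the plates of the higher population, these genes differed by only 0.41 and 0.66.

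Cells of another type in a sort and reads shared between related genes were not tested for these genes. A difference between the sorted populations themselves stays open as an untested biological explanation. The sample records give the same batch for both populations. The column names, however, carry M1 for both pvSSC plates and M2 for both ocSSC plates, and neither the labels nor the paper state what this marks. Whatever M1 and M2 stand for cannot be told apart from the population, since each occurs in 1 population only.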

How the results depend on the processing

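Leaving out 1 well of a near-identical pair and regressing the number of genes detected out of every gene were tests chosen only after the result was seen. No paired analysis was possible because each population is 1 pooled sample.

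The numbers of cells that passed the filter stayed within 1.5 times of 143 ocSSCs and 169 pvSSCs under all alternatives, and were highest without the ERCC criterion, which left out 23 ocSSCs and 7 pvSSCs. All 10 genes named in the text had the same direction under each alternative. List medians also kept their direction, from −6.06 to −3.95 for the osteochondrogenic genes, 3.20 to 7.18 for the fibroblast genes and 4.43 to 5.10 for the hematopoietic factors. The ranges were −4.69 to −3.67 for the skeletal development list, 1.34 to 2.47 for the matrix list and 1.76 to 3.09 for the hematopoietic list. The share of cells with neighbors mostly of their own population lay between 93.7 and 96.5% for ocSSCs and between 91.7 and 95.1% for pvSSCs. The number of ligand and receptor genes highest in a pvSSC cluster was 11 or 10.

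Scaling to ERCC counts shifted the median log2 ratio of all genes by 0.12, and stricter cells shifted it by −0.10. With ERCC counts, the largest change of a named gene was also 0.12.

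For 47 single genes, the alternatives gave 459 log2 ratios, of which 270 moved beyond the counting interval of the first value in the same direction, 13 reversed and the others lay within it. The reversed ratios belong to 6 ligand and receptor genes, and the cause was not tested. In odd plate columns *Tgfbr1* went from −0.46 to 0.23 and *Lrp6* from 0.28 to −0.11. In even columns *Tgfbr3* went from 0.074 to −0.12, *Wnt5a* from 0.22 to −4.47 and *Wnt10b* from 1.33 to −0.065. By the mean of the cells' own CPM *Tgfbr1* was at 0.30 and *Lrp5*, first at 1.18, at −1.76, and with a pseudocount of 1 they were at 0.28 and −1.08. *Tgfbr3* was at −0.042 with stricter cells, −0.015 with TMM factors and −0.011 with DESeq2's size factors, and *Wnt5a* at −0.41 with all deposited cells. Stricter cells gave no ratio for 4 of the 47 genes, odd columns none for 2 and even columns none for 5. Without 1 well of the near-identical pair, 46 of the 47 ratios lay within their intervals and *Igf1* changed by −0.075.

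Of 736 shares of cells with reads of other genes, 94 moved beyond their intervals. At least 5 counts lowered 25 of 92 shares, thinning to 50000 counts lowered 21 and at least 10 CPM lowered 18, as these limits ask for more reads. The share of ocSSCs with *Ly6a* fell for the same reason from 14.0 to 4.90% with at least 5 counts, 4.90% with at least 10 CPM and 7.35% after thinning. All deposited cells lowered the share of pvSSCs with *Ly6a* from 92.9 to 85.4%, and odd columns lowered the fibroblast median from 4.79 to 3.20, for which the cause was not tested.

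The number of Leiden clusters was 8 over all cells, 7 in ocSSCs and 8 in pvSSCs. A resolution of 0.5 gave 5, 4 and 3, as a lower resolution favors fewer clusters. For ocSSCs, the 2000 most variable genes and 30 neighbors each gave 4. For pvSSCs, seed 3, 30 components, 30 neighbors and stricter cells each gave 5, and stricter cells gave 5 over all cells. The other 44 numbers stayed within 1.5 times. For these changes and for those of the 4 clusters, the cause was not tested.

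In the division into 4 clusters, 2 were made mostly of ocSSCs, but 3 with the 2000 most variable genes and 3 with 30 components. The largest share of ocSSCs in 1 cluster, 72.0%, became 56.6% with 8 components, 50.3% with 30 components, 62.2% with 30 neighbors and 56.4% with stricter cells. That of pvSSCs, 48.5%, became 91.1% with the most variable genes, 86.4% with 30 components, 57.99% without the listed genes and 68.6% after thinning. It stayed at 48.5% with the number of genes detected regressed out. The share of cells with *Wif1* in the cluster set beside cluster 2, 58.3%, became 85.1% with 30 components and 76.7% with stricter cells. That of *Cdh13* beside cluster 1, 61.9%, became 50.0% with the most variable genes. With stricter cells it was 43.1%, where the other pvSSC cluster had the higher share.

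The share of cells scored S or G2M with random lists was 55.9% of ocSSCs and 53.8% of pvSSCs, against 45.5 and 43.8% with the S and G2M lists. Reads of at least 1 of 6 proliferation genes, in place of at least 2, raised the shares from 2.80 to 9.79% of ocSSCs and from 1.18 to 13.6% of pvSSCs. The rise is by construction, but the order of the populations also changed. Of the 6 genes, *Birc5* alone was detected in more pvSSCs (11) than ocSSCs (5). The order without *Birc5* was not computed.

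Depth limits the number of genes detected. Thinning, which leaves fewer counts per cell, lowered the medians from 1761 to 1283 in ocSSCs, 1793 to 1400 in pvSSCs and 2231 to 1649.5 in cluster A. In clusters B, C and D the medians after thinning were 1153, 1187 and 1820. For genes detected in a few cells, such as *Wnt3a* in 3 ocSSCs and 2 pvSSCs, the number of cells allows no statement on shares.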

Differences from the paper's values

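Of the tests in this part, cell cycle shares in the clusters of other settings were chosen only after the result was seen.

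With all detected genes and 15 components, 2 of the 4 clusters were made mostly of ocSSCs, against the paper's 3. Of the alternatives set before the data were examined, the 2000 most variable genes and 30 components each gave 3, and 8 components, 30 neighbors, clustering without the listed genes, thinned cells and stricter cells gave 2. In the same 2 alternatives, each gene set of Figure 5C was highest in a cluster of its own. In both, however, the cluster set beside cluster 4 had a higher mean log(CPM + 1) of the cluster 1 genes than of the osteogenic genes. These means were 3.79 and 3.47 with the most variable genes, and 3.97 and 1.66 with 30 components. With 30 components, that cluster held 25 ocSSCs and 14 pvSSCs, with medians of 1059 genes and an ERCC fraction of 17.4%.

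The cells with a CytoTRACE score in the paper's source data give the share of cells in each of its clusters. The cluster with the highest level of the cluster 1 genes held 26.9% of cells against the paper's 49.5%. Of the alternatives set before the data were examined, the most variable genes gave 49.4%, 30 components 47.8% and thinned cells 37.3%, each within 1.5 times. The others, 8 components, 30 neighbors, clustering without the listed genes and stricter cells, gave 25.0, 26.3, 32.7 and 23.9%. For cluster 2 the share was 36.9% against the paper's 18.3%, and 30 components gave 15.1% and stricter cells 17.7%, while the other 5 alternatives did not close the gap. For cluster 3 it was 11.2% against the paper's 22.5%. The alternatives within 1.5 times were 8 components and 30 neighbors (each 16.03%), 30 components (24.7%), thinned cells (15.3%) and stricter cells (25.1%), whereas the most variable genes and clustering without the listed genes did not close the gap.

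Figure 5—figure supplement 1C shows about 47% of cells in S phase for the paper's cluster 4, read by eye, and the cluster where its genes are highest here, cluster D, had 25.7%. Cluster D is also the cluster set beside cluster 3, and its chondrogenic genes far exceed its osteogenic genes. Thinned cells, the alternative set before the data were examined for these shares, gave 17.1% and did not close the gap. The other clusterings, set before the data were examined but applied to these shares only after the values were seen, gave 29.2% with the most variable genes and 30.8% with 30 components, in small clusters whose intervals hold the paper's value, and 37.2% with stricter cells. With 8 components, 30 neighbors and clustering without the listed genes, the gap was not closed. For G2M phase the paper's shares are about 5% in cluster 1, about 0% in cluster 2 and about 0% in cluster 4 in Figure 5—figure supplement 1C, read by eye, and those here were 15.5, 19.1 and 8.57%. Neither thinned cells nor the other clusterings closed these gaps. The S and G2M lists here were written from general knowledge and are not the study's updated list. A source of the S and G2M gaps in the lists therefore stays open.

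The paper describes pvSSCs as homogeneous, whereas here they fell into clusters of 82 and 74 pvSSCs, while the most variable genes put 91.1% and 30 components 86.4% of them into 1 cluster. Its text places osteogenic genes in a cluster apart from the chondrogenic cluster. Here both sets were highest in cluster D, at a mean log(CPM + 1) of 1.00 and 8.68, with the osteogenic set at 0.96 in cluster C. With the most variable genes, 30 components, thinned cells and stricter cells, they were highest in different clusters.

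Figure 4B names *Mx1*, *Hox11* and *Sost* as not expressed. *Mx1* and *Sost* had no counts, but *Hoxa11* was detected in 9 ocSSCs and 13 pvSSCs, at 14.1 and 32.4 CPM, *Hoxc11* in 4 and 2 cells and *Hoxd11* in 2 and 1.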

Other observations

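The tests of genes detected, depth and plate for the pvSSC clusters, of genes detected at equal depth and of the steps of the CytoTRACE scores, of *Ly6a* levels in 9 ocSSCs and of pvSSCs without *Ly6a* reads were chosen only after the result was seen.

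By the cell cycle score, 45.5% of ocSSCs and 43.8% of pvSSCs were in S or G2M phase. A score of lists that are hardly detected was tested as the source of these shares. Random lists matched on expression gave a median of 55.9% of ocSSCs, with a range of 41.3 to 66.4%, and a median of 53.8% of pvSSCs, with a range of 40.8 to 66.3%. Both ranges hold the shares of the S and G2M lists. The central 95% of the draws, from 45.4 to 64.7% and from 44.9 to 63.03%, holds the share of ocSSCs near its lower end but not that of pvSSCs. How far the scores carry information on the phase in these cells therefore stays open. No biological explanation was tested, and a difference in cycling between the populations was not tested beyond the counting intervals and stays open.

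In the paper's source data, CytoTRACE scores are higher in cluster 1 than in clusters 2 to 4. More genes detected per cell in pvSSCs was tested as a source. At 50000 counts per cell, pvSSCs had 1.09 times the median number of genes of ocSSCs, with medians of 1400 (interval 1362 to 1468) and 1283 (interval 1227 to 1383). In cluster D, where the chondrogenic genes are highest, the median was 1820, although the paper's cluster 3 has low scores. With the most variable genes, the median at this depth was 1781 (interval 1568 to 2311) in the chondrogenic cluster and 1397 (interval 1362 to 1468) in the pvSSC cluster. In the clusters set beside clusters 2 and 4 it was 1265 and 966. The chondrogenic cluster goes against this source for cluster 3, while the other 2 go with it for clusters 2 and 4. Clusters over all genes split on the number of genes detected, and the clusters here need not hold the study's cells. No size of the difference follows from a score by rank, so the number of genes stays open. CytoTRACE uses genes that rise with this number. The ranked mean of the 200 genes best correlated with the number of genes detected had medians of 0.489 in pvSSCs and 0.524 in ocSSCs, a difference of −0.0354. Ranked over all wells with at least 250 genes at any value, the medians were 0.621 in pvSSCs and 0.503 in ocSSCs. By cluster, the first ranking was highest in cluster D, at 0.929, against 0.722 in A, 0.252 in B and 0.389 in C. With the most variable genes, the chondrogenic cluster had 0.947 against 0.482 in the pvSSC cluster. The clusters set beside clusters 2 and 4 had 0.526 and 0.172. The values of the chondrogenic clusters go against such genes as the source for the low scores of the paper's cluster 3. With the most variable genes, the low value beside cluster 4 goes with this source. Beside cluster 2, the clusterings differ. The 2 rankings over the populations go opposite ways and lack steps that CytoTRACE adds, so a source in such genes stays open. A biological difference between the sorted populations was not tested as an explanation.

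The 311 scores of the paper are odd multiples of 1/741, a step that a ranking over more cells than have a score may give. A ranking with this step has 1 place more than 370. In the deposited table 370 wells had at least 250 genes with at least 1 count, and with genes at any value above 0 there was 1 well more, or 96.9% of all wells. That filter was found after several others had been tried, so the match is a hypothesis. No biological explanation applies to the step of a score.

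Over all genes, pvSSCs split into clusters A and B, with medians of 2231 and 1480.5 genes detected per cell. Sequencing depth was tested as a source. After thinning to 50000 counts, 68.6% of pvSSCs lay in 1 cluster and 39 pvSSCs still formed another, which argues against depth alone. Plate was tested as well, and cluster A held 51.7% of the cells of 1 pvSSC plate (interval 40.8 to 62.6) and 45.1% of the other (interval 34.1 to 56.5), which argues against it. The number of genes detected per cell stays open. Regressing it out still left clusters of 82 and 74 pvSSCs, with medians of 2092.5 and 1515 genes. In a further test, the genes were divided at random into 2 sets of equal size, with clusters built on 1 set and neighbors found on the other, in cells matched on genes detected. Over 20 divisions, a median of 55.3% of neighbors came from the same cluster, with a range of 45.95 to 60.7%, against 48.98% without any relation. The excess passed 10 points in 3 of the 20 divisions, and the unmatched share was 84.02%. A first version of this test used a single division. With 19 to 35 matched pairs, the number of genes and a split into 2 kinds of pvSSCs cannot be told apart. The clusters also differed in their median ERCC fraction, 6.10% in A and 10.4% in B. This fraction was not tested as a source and stays open. The design gives no condition within pvSSCs, and no biological explanation was tested.

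Among the pairs of wells within a population, 1 pair of pvSSC wells, M21 and O21 of a plate, had a gene correlation of 0.994, and an ocSSC pair, P12 and P14, had 0.734. No other pair exceeded 0.535, and the median over the 12109 pairs of wells on the same plate was 0.302. Carry-over of cDNA between neighboring wells was tested with the ERCC counts, which no cell makes. In the pvSSC pair they correlated at 0.998, the highest value on the plate, where the next was 0.970. This is consistent with carry-over and argues against 2 cells with the same expression. In the ocSSC pair the ERCC counts correlated at 0.846, and 716 of the 4465 pairs on that plate were at least as high. Carry-over stays open there, since the wells are neighbors and the spread of ERCC correlations is wide. Neighboring wells in general were no more alike, with a median of 0.300 against 0.303 for other pairs. No biological explanation was tested.

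Of the pvSSCs, 13 had mostly ocSSCs as neighbors. Cells without Sca1 in the pvSSC sort were tested as a source. *Ly6a* was detected in 53.8% of them (interval 25.1 to 80.8), at 1532 CPM, against 11.9% (interval 6.98 to 18.7) of the ocSSCs among ocSSCs and 96.2% (interval 91.8 to 98.6) of the pvSSCs among pvSSCs. The share lies between the 2, which argues against a lack of Sca1 in all 13 cells. For the 46.2% of them without *Ly6a* reads a lack of Sca1 stays open, as these are 6 cells and the counts do not measure the surface protein. For 2 cells or carried-over RNA in 1 well, the median cell should hold as many pvSSC genes as other pvSSCs. It had reads of 4 of 9 pvSSC genes of Figure 3C against 9 in other pvSSCs, and 1583 genes against 1802. It also had 6 of 10 ocSSC genes against 1 in other pvSSCs, which goes with mixed RNA, so this explanation stays open in these 13 cells. The 13 cells were not tested for a biological explanation.

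Conversely, 9 ocSSCs had mostly pvSSCs as neighbors, with a median of 7 of the 9 pvSSC genes and 3 of the 10 ocSSC genes. Cells with Sca1 in the ocSSC sort were tested as a source. *Ly6a* was detected in 44.4% of these cells (interval 13.7 to 78.8) against 11.9% of other ocSSCs, but at 1.40 CPM against 45.2 CPM. The level was 1992 CPM in the pvSSCs among pvSSCs, and the lowest of 1000 random draws of 9 pvSSCs gave 699 CPM. This argues against cells with the Sca1 transcript level of pvSSCs as the source. With genes of both sets in these cells, mixed RNA stays open. Cells between the 2 populations were not tested as a biological explanation.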
